# Effects of Acute Prenatal Exposure to Ethanol on microRNA Expression are Ameliorated by Social Enrichment

**DOI:** 10.3389/fped.2014.00103

**Published:** 2014-09-24

**Authors:** Cherry Ignacio, Sandra M. Mooney, Frank A. Middleton

**Keywords:** fetal alcohol syndrome, social behavior, amygdala, ventral striatum, adolescence, gene expression, next generation sequencing

## Abstract

Fetal alcohol spectrum disorders (FASDs) are associated with abnormal social behavior. These behavioral changes may resemble those seen in autism. Rats acutely exposed to ethanol on gestational day 12 show decreased social motivation at postnatal day 42. We previously showed that housing these ethanol-exposed rats with non-exposed controls normalized this deficit. The amygdala is critical for social behavior and regulates it, in part, through connections with the basal ganglia, particularly the ventral striatum. MicroRNAs (miRNAs) are short, hairpin-derived RNAs that repress mRNA expression. Many brain disorders, including FASD, show dysregulation of miRNAs. In this study, we tested if miRNA and mRNA networks are altered in the amygdala and ventral striatum as a consequence of prenatal ethanol exposure and show any evidence of reversal as a result of social enrichment. RNA samples from two different brain regions in 72 male and female adolescent rats were analyzed by RNA-Seq and microarray analysis. Several miRNAs showed significant changes due to prenatal ethanol exposure and/or social enrichment in one or both brain regions. The top predicted gene targets of these miRNAs were mapped and subjected to pathway enrichment analysis. Several miRNA changes caused by ethanol were reversed by social enrichment, including mir-204, mir-299a, miR-384-5p, miR-222-3p, miR-301b-3p, and mir-6239. Moreover, enriched gene networks incorporating the targets of these miRNAs also showed reversal. We also extended our previously published mRNA expression analysis by directly examining all annotated brain-related canonical pathways. The additional pathways that were most strongly affected at the mRNA level included p53, CREB, glutamate, and GABA signaling. Together, our data suggest a number of novel epigenetic mechanisms for social enrichment to reverse the effects of ethanol exposure through widespread influences on gene expression.

## Introduction

Prenatal ethanol exposure can cause fetal alcohol spectrum disorders (FASDs). With 30% of all women reporting drinking alcohol at some time during pregnancy (1), FASD prevalence in the US and some Western European countries is estimated at 2–5% of school children (2). FASDs are associated with impaired learning and memory, language development, and abnormal social behavior [reviewed in Ref. (3)]. The social behavior changes seen in adolescents can resemble those that are typically associated with autism.

Behavioral deficits can also be seen in animal models of prenatal ethanol exposure. Acute exposure on gestational day 12 (G12) in rats leads to decreased social investigation and play fighting, as well decreased social motivation in late adolescence and adulthood (4, 5). To date, amelioration of social behavior deficits from prenatal ethanol exposure has largely focused on behavioral interventions. However, social experience with typically developing peers has been found to be important for improving social skills and increasing social interaction in autistic children. In previous work, we showed that a form of social enrichment (housing ethanol-exposed rats with non-exposed control rats) could normalize the social motivation deficit phenotype seen in both males and females at postnatal day 42 (P42) following gestational ethanol exposure at G12 (5).

The amygdala is critical for normal social behavior. Lesions of the amygdala alter social functions in human beings and experimental animals (6), and developmental changes in the amygdala have been described in autism (7). The amygdala is thought to regulate social behavior in part through connections with the prefrontal cortex, thalamus, and basal ganglia (8, 9). Within the basal ganglia, the ventral striatum has been viewed as a critical integration center for social/emotional signals from the amygdala, as well as spatial/contextual information from the hippocampus, reward/motivational signals from midbrain dopamine neurons, and cognitive signals from the prefrontal cortex (9).

At the cellular level, the amygdala is composed of a group of 13 sub-nuclei located in the medial temporal lobe (8). These nuclei may be divided into four subdivisions (10): (1) basolateral (which includes the lateral, basolateral, and basomedial nuclei), (2) cortical like (including nucleus of the lateral olfactory tract, bed nucleus of the accessory olfactory tract, the cortical nucleus, and the periamygdaloid cortex), (3) centromedial (central and medial nuclei, and the amygdaloid part of the bed nucleus of stria terminalis), and (4) other (which includes anterior amygdala area, the amygdalo–hippocampal area, and the intercalated nuclei). Developmentally, many amygdala nuclei derive from the medial ganglionic eminence (i.e., are diencephalic) (11), although the cortical amygdaloid nuclei are telencephalic in origin (12). Neuronal types differ considerably among the subdivisions of the amygdala (10). In the basolateral group, approximately 70% of neurons are thought to be glutamatergic (pyramidal, spiny, or class I neurons). This division also contains interneurons such as GABAergic non-spiny stellate cells of the cortex (called S cells, stellate, or class II neurons). In contrast, within the central nucleus, the majority of cells are thought to be GABAergic.

microRNAs (miRNAs) are a class of short, hairpin-derived RNAs that repress gene expression at the post-transcriptional level. Mature miRNAs of ~20 nt in length canonically bind to complementary sequences found in the 3′ untranslated region of messenger RNAs (mRNAs), thereby repressing translation by ribosomes. In neurons, miRNAs also play a role in compartmentalizing specific mRNA translation in subcellular components, including axons (13) and synapses [reviewed in Ref. (14)]. Dysregulation of miRNAs have recently been associated with a variety of neurodegenerative diseases as well as alcohol consumption in human beings (15) and rodent fetal exposure models [reviewed in Ref. (16)].

In this study, we extend our previous characterization (5) of selected alterations in gene expression in the amygdala and ventral striatum as a consequence of prenatal ethanol exposure and an environmental manipulation (social enrichment) in rats. Using the same tissue samples used in our previous study (5), we analyzed miRNA from the amygdala and ventral striatum of 72 adolescent male and female rats. Samples were pooled to 24 for each brain region and analyzed by RNA-Seq and Affymetrix miRNA arrays. We identified many miRNAs with nominally significant changes due to prenatal ethanol exposure or social enrichment. Some of the gene expression changes due to ethanol were reversed by social enrichment. Pathway enrichment analysis was also performed on the top changed miRNAs. We comprehensively integrate these findings with our existing mRNA data to determine whether the target mRNAs of the altered miRNAs showed evidence of changing, using whole transcriptome microarray data from the same rats. Further, we broaden our mRNA analysis by considering all possible genes in the context of canonical pathways related to brain function. This additional analysis highlights striking reversals following social enrichment in p53, CREB, glutamate, and GABA signaling. Altogether, these analyses suggest possible mechanisms for social enrichment to reverse some of the effects of prenatal ethanol exposure.

## Materials and Methods

### Animals

Treatment of animals, as well as behavioral and mRNA expression outcomes, were described in Middleton et al. (5). Briefly, timed pregnant Long Evans rats (Harlan, Indianapolis, IN, USA) were received on G4, with G1 designated as the first day on which a sperm-positive plug was noted. These rats were housed at the Department of Veterans Affairs Medical Center (VAMC) in a facility accredited by the Association for Assessment and Accreditation of Laboratory Animal Care (AAALAC) in Syracuse, NY. All procedures were approved by the Institutional Animal Care and Use Committees at both the Syracuse VAMC and SUNY Upstate Medical University, and were in accordance with the guidelines for animal care established by the National Institutes of Health. Rooms were maintained on a reverse 12-h light/dark cycle at 22°C (lights off at 7:00 a.m.).

Animals were exposed to ethanol prenatally as described previously (5). On G12, dams received an initial intraperitoneal (i.p.) injection of ethanol (2.9 g/kg as a 20% v/v solution in physiological saline) followed by a second i.p. injection 2 h later of 1.45 g/kg ethanol (Figure 1). Control animals received i.p. injections equivalent volumes of saline at the same timepoints. This method of ethanol administration leads to blood ethanol concentrations of 287 ± 3.5 mg/dl within 15 min of the second injection. After birth, all litters were culled to 10 pups within 24 h, with equal ratios of males/females as best as possible. On P21, litters were weaned and male and female offspring were housed separately. After social behavior testing (described below), animals were injected intraperitoneally with 100 mg/kg ketamine and 10 mg/kg xylazine prior to decapitation. Brains were rapidly removed, snap-frozen on dry ice, and stored at –80°C until used for RNA extraction (see below).

**Figure 1:**
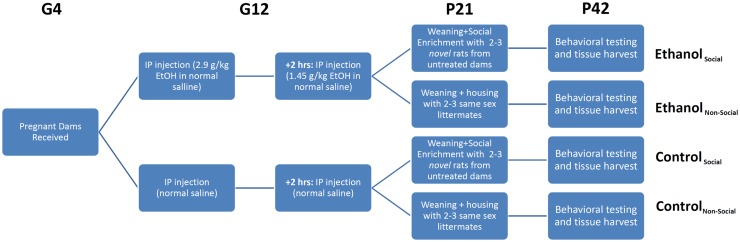
**Experimental overview**. Timed pregnant female rats were received on gestational day 4 (G4) and split into two treatment groups – ethanol (EtOH) or saline. Each animal was injected twice on G12 with EtOH or an equivalent volume of saline. Pups were delivered in their home cage, litters culled to 10 pups with a 1:1 ratio of males:females, and remained in their home cage until weaning. On weaning, rats were separated into non-social and social-enriched conditions for 3 weeks (P21-42), during which they were housed with 2–3 age- and sex-matched rats from their own litter or a novel litter from an untreated dam, respectively. All animals underwent behavioral testing using the social interaction test (SIT), which measures social investigation, contact behavior, play fighting, and social motivation (social preference vs avoidance for the novel rat). After testing, rats were euthanized and tissue harvested for RNA profiling.

Our previous behavioral study on the same cohort of rats, described in Middleton et al. (5), examined the effects of a form of environmental manipulation termed social enrichment, during the post-weanling and early adolescent period (P21–P42) in animals prenatally exposed to ethanol (Figure 1). This treatment involved housing experimental animals (offspring of saline- or ethanol-injected dams) with either 2 or 3 same-sex littermates (non-enriched condition) or 2 or 3 novel same-age, same-sex animals from a non-treated dam (social enrichment condition). The effect of this manipulation on social behavior was evaluated on P42 by testing their responses to the introduction of another same-age, same-sex rat (from an untreated dam) over the course of a 10-min social interaction test (SIT). Among the behavioral measures assessed during the SIT were social investigation (sniffing of the novel rat’s body), contact behavior (grooming, crawling over or under the novel rat), play fighting (following, chasing, nape attacks, pinning), and social motivation (a coefficient of social preference vs avoidance of the novel rat). The most significant finding from our prior analysis was the finding that prenatal ethanol exposure negatively affected social motivation performance in both male and female rats following prenatal ethanol exposure, but this impairment was completely reversed by social enrichment.

### Molecular profiling

The present study was designed to determine the potential molecular substrates of decreased social motivation following prenatal ethanol exposure and its reversal by social enrichment. We first dissected the whole amygdala and ventral striatum from a total of 72 42-day-old male and female rats, using established anatomical landmarks, as described previously (5). After isolating the regions of interest, total RNA was purified using the RNeasy kit (Qiagen, Valencia, CA, USA). RNA yield and quality were assessed by UV spectrophotometry and the Agilent Technologies Bioanalyzer. A total of 144 RNA samples were purified from the 72 rats, including 9 males and 9 females for each of the 4 treatment groups: (1) ethanol-exposed/non-enriched, (2) ethanol-exposed/socially enriched, (3) saline-exposed/non-enriched, and (4) saline-exposed/socially enriched. For all subsequent molecular assays described in this report, three pools of RNA were created for each brain region using equal amounts of RNA from the nine male or nine female rats within each treatment group. Thus, a total of 24 RNA samples from each brain region were examined (12 male pools, 12 female pools), representing a total of 6 per treatment condition. We point out that this pooling strategy preserved our ability to look at the contribution of different brain regions and genders on expression level, and was made purely to reduce cost.

High-resolution quantification of miRNA expression was performed using small RNA-sequencing from 1 μg of each pool of total RNA according to the TruSeq Small RNA Sample Prep kit (Illumina, San Diego, CA, USA). Subsequent purification methods including gel purification of small RNAs 20–30 nt in length, resulted in more than 90% of all reads in the sample attributed to miRNAs. Libraries were indexed and multiplexed in sets of 8 (6 sets total) prior to sequencing (single-end, 37 cycles) using Reagent Kit v3 reagents on a MiSeq Benchtop Sequencer (Illumina, San Diego, CA, USA). Raw sequence FASTQ files were imported into Partek Flow software for initial analysis. Base calls below a phred score of 20 were trimmed from the reads. These were then aligned to the Rn5 version of the rat genome using the Bowtie algorithm (17). The aligned reads were then quantified against the miRBase 21 transcript annotations for both precursor and mature miRNAs (18). Reads from miRNA genes were normalized and scaled to reads per million (RPM) for comparison between samples and comparison with the microarray data in Partek Genomics Suite.

In order to validate the changes seen by RNA-Seq, we also examined the samples using the GeneChip miRNA 2.0 array (Affymetrix, Santa Clara, CA, USA). Samples from the same pooled RNA were prepared using the FlashTag Biotin HSR RNA Labeling Kit (Affymetrix, Santa Clara, CA, USA). Arrays were hybridized, washed, stained, and scanned according to manufacturer protocol and the data exported and normalized using RMA in Partek Genomics Suite.

We also examined the relationship of the miRNA data to our previously described mRNA dataset generated from the same pooled rat brain RNA samples; see Ref. (5). Those data were generated with the Rat ST Gene 1.0 array (Affymetrix, Santa Clara, CA, USA), normalized using RMA and imported into Partek Genomics Suite for analysis alongside the miRNA microarray and RNA-Seq data. We point out that while our previous report focused only on a subset of 663 mRNAs related to 17 gene ontology terms of interest (social, anxiety, fear, autism, synapse, synaptic, norepinephrine, neuropeptide, cannabinoid, opioid, oxytocin, GABA, glutamate, glycine, serotonin, dopamine, neurotransmitter), the present study examined the potential miRNA modulation of all predicted target mRNAs in the data set as well as the potential enrichment of modulated miRNAs and mRNAs within curated, canonical pathways using the QIAGEN Ingenuity^®^ Pathway Analysis (IPA) software.

All of the raw and normalized microarray and RNA-Seq expression data generated in this study have been deposited in the NCBI Gene Expression Omnibus (GEO accession # GSE60901, which includes microarray subseries GSE60819 and RNA-Seq subseries GSE60900).

### Molecular substrate analysis

The major finding from our previous behavioral study was that social motivation was significantly decreased in male and female rats prenatally exposed to ethanol at G12, and that this was reversed by social enrichment. The focus of the present study was to identify the molecular substrates underlying the social motivation deficit and its reversal. To accomplish this, our primary analysis utilized a 3 way ANOVA (2 genders × 2 prenatal diets × 2 postnatal treatments) for each brain region to identify miRNAs with highly consistent changes (1-tailed *p* < 0.1 for both RNA-Seq and microarray analyses) due to prenatal ethanol exposure and social enrichment. These ANOVAs were followed by Fisher’s *post hoc* testing to compare specific groups within each brain region. Notably, after identifying the miRNAs with the most robust main effects within each brain region, we also performed exploratory four-way ANOVAs, using the previous three factors plus brain region, and examined the top miRNAs for any evidence of significant interactions (e.g., brain region × diet, brain region × gender, brain region × social enrichment, and all other combinations of interactions). The results of this exploratory analysis are provided as Supplementary Material.

The top findings from the analysis of individual miRNAs were displayed in table format (Tables 1 and 2). We include in these results, individual miRNAs that were significantly changed (*p* < 0.05) according to the RNA-Seq analyses, but were not probed by the Affymetrix GeneChip miRNA 2.0 array.

**Table 1:** **Nominally significant miRNAs in amygdala**.

miRNA	miRBase 21 accession	RNA-Seq		Microarray	
		Fold change	*p*-Value	Fold change	*p*-Value
**ETHANOL EFFECT IN NON-ENRICHED RATS [ETHANOL_NON-SOCIAL_ VS CONTROL_NON-SOCIAL_]**					
miR-1843a-3p	MIMAT0024848	−1.50	0.097	−1.62	0.045
miR-221-5p	MIMAT0017163	−1.38	0.031	−1.15	0.004
miR-29c-3p	MIMAT0000803	−1.18	0.038	−1.12	0.068
miR-384-5p	MIMAT0005309	−1.12	0.063	−1.21	0.002
miR-412-3p	MIMAT0003124	−2.57	0.025	−1.20	0.032
mir-129-1	MI0000902	−1.31	0.079	−1.27	0.089
mir-138-2	MI0000911	−1.20	0.065	−1.28	0.014
mir-155	MI0025509	1.34	0.057	1.24	0.026
mir-322-2	MI0031763	−1.23	0.064	−1.36	0.017
mir-34c	MI0000876	2.83	0.072	1.52	0.013
mir-496	MI0012622	−1.54	0.010	−1.18	0.031
mir-9a-2	MI0000840	−1.17	0.062	−1.26	0.045
miR-148a-5p	MIMAT0035724	−1.19	0.011		
miR-15b-3p	MIMAT0017093	4.50	0.024		
miR-221-3p	MIMAT0000890	−1.27	0.010		
miR-222-3p	MIMAT0000891	−1.23	0.030		
miR-299a-5p	MIMAT0000901	−1.55	0.049		
miR-301b-3p	MIMAT0005304	2.85	0.017		
miR-448-3p	MIMAT0001534	4.07	0.040		
miR-449a-5p	MIMAT0001543	3.84	0.044		
miR-495	MIMAT0005320	−1.46	0.035		
miR-6329	MIMAT0025068	−2.38	0.003		
miR-667-3p	MIMAT0012852	−1.30	0.017		
mir-204	MI0000946	3.97	0.042		
mir-299a	MI0000970	−1.46	0.007		
mir-3084a	MI0030358	3.69	0.034		
mir-3556b-2	MI0031769	−1.18	0.006		
mir-448	MI0001639	3.59	0.050		
mir-6329	MI0021853	−1.45	0.045		
**ETHANOL EFFECT IN SOCIALLY ENRICHED RATS [ETHANOL_SOCIAL_ VS CONTROL_SOCIAL_]**					
mir-218a-2	MI0000957	1.33	0.054	1.22	0.029
let-7c-2	MI0000831	1.38	0.018		
let-7c-5p	MIMAT0000776	1.39	0.005		
miR-148a-5p	MIMAT0035724	−1.17	0.022		
miR-195-5p	MIMAT0000870	1.25	0.039		
miR-6319	MIMAT0025056	−11.33	0.002		
miR-6324	MIMAT0025063	−25.25	0.005		
miR-872-3p	MIMAT0005283	−1.39	0.002		
mir-195	MI0000939	1.26	0.044		
mir-6324	MI0021848	−4.38	0.008		
mir-708	MI0006160	1.25	0.030		
**SOCIAL ENRICHMENT EFFECT IN CONTROL RATS [SOCIAL_CONTROL_ VS NON-SOCIAL_CONTROL_]**					
miR-106b-5p	MIMAT0000825	−1.35	0.001	−1.39	0.008
miR-218a-5p	MIMAT0000888	−1.30	0.032	−2.15	0.010
miR-30c-5p	MIMAT0000804	−1.09	0.096	−1.39	0.002
miR-674-3p	MIMAT0005330	−1.29	0.024	−1.50	0.072
miR-96-5p	MIMAT0000818	−3.78	0.099	−1.32	0.001
miR-9a-3p	MIMAT0004708	−1.11	0.087	−1.51	1E-06
mir-218b	MI0015428	−1.31	0.036	−1.42	0.029
mir-503-2	MI0031773	−2.42	0.062	−1.46	0.001
mir-544	MI0012593	5.25	0.022	1.24	0.068
miR-106b-5p	MIMAT0000825	−1.35	0.001	−1.39	0.008
miR-218a-2-3p	MIMAT0004740	11.03	0.045		
miR-221-3p	MIMAT0000890	−1.20	0.034		
miR-299a-5p	MIMAT0000901	−1.57	0.044		
miR-3084d	MIMAT0035745	−1.84	0.041		
miR-503-3p	MIMAT0017224	−1.76	0.032		
miR-6319	MIMAT0025056	2.16	0.043		
miR-6329	MIMAT0025068	−1.58	0.042		
miR-667-3p	MIMAT0012852	−1.34	0.009		
miR-872-3p	MIMAT0005283	1.28	0.011		
mir-6319-1	MI0021841	4.26	0.028		
mir-708	MI0006160	−1.24	0.033		
**SOCIAL ENRICHMENT EFFECT IN ETHANOL RATS [SOCIAL_ETHANOL_ VS NON-SOCIAL_ETHANOL_]**					
miR-17-1-3p	MIMAT0004710	1.75	0.058	1.21	0.008
miR-204-5p	MIMAT0000877	−2.83	0.084	−3.52	0.057
miR-376b-5p	MIMAT0003195	1.36	0.015	2.29	9.7E-07
miR-378a-5p	MIMAT0003378	−1.98	0.014	−1.38	0.002
miR-384-5p	MIMAT0005309	1.12	0.060	1.12	0.038
miR-874-5p	MIMAT0017290	−1.91	0.047	−1.28	0.041
mir-19a	MI0000849	−1.88	0.079	−1.25	0.085
miR-142-3p	MIMAT0000848	−2.53	0.013		
miR-183-5p	MIMAT0000860	−358.64	0.049		
miR-199a-3p	MIMAT0004738	−1.51	0.027		
miR-222-3p	MIMAT0000891	1.21	0.049		
miR-301b-3p	MIMAT0005304	−2.21	0.041		
miR-3068-5p	MIMAT0024845	1.47	0.013		
miR-3557-3p	MIMAT0017820	−1.98	0.014		
miR-379-3p	MIMAT0004791	1.31	0.019		
miR-493-3p	MIMAT0003191	−2.80	0.050		
miR-6329	MIMAT0025068	1.84	0.049		
mir-296	MI0000967	1.45	0.034		
mir-299a	MI0000970	1.41	0.015		

*Comparisons and fold changes measured using RNA-Seq and, where available, validated by Microarray quantification. Table contains miRNAs with consistent changes at an uncorrected *p*-value cutoff of 0.1 or less for both RNA-Seq and Microarray data sets, or miRNAs that were not present on the array but were observed to change in the RNA-Seq data with an uncorrected *p-*value cutoff of 0.05 or less*.

**Table 2:** **Nominally significant miRNAs in ventral striatum**.

miRNA	miRBase 21 accession	RNA-Seq		Microarray	
		Fold change	*p*-Value	Fold change	*p*-Value
**ETHANOL EFFECT IN NON-ENRICHED RATS [ETHANOL_NON-SOCIAL_ VS CONTROL_NON-SOCIAL_]**					
let-7c-1	MI0000830	1.17	0.035	1.07	0.009
let-7c-2-3p	MIMAT0017088	1.91	0.041	1.17	0.084
mir-542-1	MI0003528	1.36	0.090	1.21	0.003
miR-1247-5p	MIMAT0035721	−1.79	0.047		
miR-133b-3p	MIMAT0003126	11.64	0.016		
miR-345-3p	MIMAT0004655	1.68	0.012		
miR-489-5p	MIMAT0017196	−2.00	0.032		
miR-493-3p	MIMAT0003191	−2.12	0.035		
miR-540-5p	MIMAT0017211	−1.31	0.030		
miR-6314	MIMAT0025047	2.35	0.047		
mir-122	MI0000891	−5.54	0.004		
mir-1306	MI0021537	−1.48	0.046		
mir-3591	MI0015471	−5.54	0.004		
mir-6314	MI0021832	2.36	0.044		
**ETHANOL EFFECT IN SOCIALLY ENRICHED RATS [ETHANOL_SOCIAL_ VS CONTROL_SOCIAL_]**					
miR-200b-3p	MIMAT0000875	4.55	0.065	3.94	0.053
miR-26b-3p	MIMAT0004714	1.55	0.041	1.08	0.012
mir-542-2	MI0031781	−1.34	0.037	−1.22	0.052
miR-133b-3p	MIMAT0003126	3.18	0.011		
miR-200a-3p	MIMAT0000874	6.48	0.044		
miR-344g	MIMAT0025052	−3.55	0.044		
miR-3553	MIMAT0017814	5.51	0.023		
miR-493-3p	MIMAT0003191	−2.03	0.026		
miR-532-3p	MIMAT0005323	−1.61	0.041		
miR-540-5p	MIMAT0017211	−1.27	0.023		
miR-582-5p	MIMAT0012833	−1.41	0.045		
mir-183	MI0000928	5.47	0.022		
mir-200a	MI0000943	6.74	0.048		
mir-3548	MI0015404	6.74	0.048		
mir-3553	MI0015410	5.47	0.022		
mir-3577	MI0015449	4.48	0.007		
**SOCIAL ENRICHMENT EFFECT IN CONTROL RATS [SOCIAL_CONTROL_ VS NON-SOCIAL_CONTROL_]**					
miR-155-5p	MIMAT0030409	1.61	0.098	1.47	2E-04
miR-24-2-5p	MIMAT0005441	1.14	0.085	1.28	0.031
miR-27a-5p	MIMAT0004715	3.55	0.038	1.31	2E-04
miR-299a-3p	MIMAT0017167	−1.54	0.018	−1.86	0.032
miR-434-5p	MIMAT0017307	1.11	0.030	1.45	1E-04
miR-487b-3p	MIMAT0003200	−1.15	0.037	−1.46	0.003
mir-1247	MI0030348	−1.81	0.041	−1.13	0.071
mir-31b	MI0015412	1.27	0.079	1.16	0.042
mir-487b	MI0003547	−1.14	0.033	−1.22	0.042
mir-653	MI0012600	−1.78	0.058	−1.41	0.011
mir-673	MI0006158	1.19	0.068	1.18	0.075
miR-1247-5p	MIMAT0035721	−1.80	0.045		
miR-145-5p	MIMAT0000851	1.49	0.017		
miR-224-5p	MIMAT0003119	11.41	0.019		
miR-3592	MIMAT0017895	1.63	0.005		
miR-3594-3p	MIMAT0017899	3.43	0.035		
miR-382-3p	MIMAT0003202	1.63	0.005		
miR-653-5p	MIMAT0012838	−1.84	0.038		
miR-98-5p	MIMAT0000819	−1.10	0.047		
mir-3577	MI0015449	−4.40	0.008		
**SOCIAL ENRICHMENT EFFECT IN ETHANOL RATS [SOCIAL_ETHANOL_ VS NON-SOCIAL_ETHANOL_]**					
miR-141-3p	MIMAT0000846	3.60	0.010	1.46	0.065
miR-182	MIMAT0005300	3.51	0.001	1.27	0.050
miR-200b-3p	MIMAT0000875	5.09	0.020	5.45	0.058
miR-320-3p	MIMAT0000903	−1.20	0.055	−1.27	0.093
miR-323-5p	MIMAT0004637	1.23	0.023	1.17	0.071
miR-874-5p	MIMAT0017290	−1.88	0.001	−1.60	0.099
mir-148a	MI0030350	−1.20	0.090	−1.21	0.076
miR-188-5p	MIMAT0005301	−4.04	0.019		
miR-200a-3p	MIMAT0000874	7.03	0.041		
miR-344g	MIMAT0025052	−3.64	0.038		
miR-3553	MIMAT0017814	4.55	0.029		
miR-381-5p	MIMAT0017220	3.47	0.047		
miR-532-3p	MIMAT0005323	−1.64	0.033		
miR-6318	MIMAT0025055	2.13	0.008		
mir-183	MI0000928	4.70	0.026		
mir-200a	MI0000943	6.81	0.048		
mir-3084a	MI0030358	2.82	0.032		
mir-344g	MI0021837	−1.88	0.012		
mir-3548	MI0015404	6.81	0.048		
mir-3553	MI0015410	4.70	0.026		

*Comparisons and fold changes measured using RNA-Seq and, where available, Microarray quantification. Conventions same as Table 1*.

A combined analysis of miRNA data and mRNA data was then performed. The mRNA targets of the most robustly affected miRNAs were mapped using the miRNA target filter workflow of QIAGEN Ingenuity^®^ Pathway Analysis (IPA) software. We also examined the entire mRNA dataset for specific canonical neuronal pathway effects using IPA software, using a threshold of *p* < 0.1 from the ANOVA *post hoc* testing.

We note that 0.1 was chosen as the *de facto* threshold for significance throughout most of our analyses because of the combined use of multiple platforms for cross-validation or the combined use of multiple genes within networks as well as miRNAs and their target mRNAs.

## Results

### microRNAs are altered by prenatal ethanol exposure and social enrichment

We performed a global screen of all known, curated miRNA molecules. 

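Small RNAs were sequenced from pools of RNA of the amygdala and of the ventral striatum of 42-day-old rats, each pool made from 3 rats of one sex and treatment group. Within each region, 6 libraries represented each of the 4 treatment groups (ethanol-exposed or saline-injected control, socially enriched or non-enriched), 3 from females (replicates F1 to F3) and 3 from males (M1 to M3), for 48 libraries in all. The authors trimmed the reads, aligned them to the rat genome (Rn5) with Bowtie, quantified them against miRBase and deposited a normalized signal, read here as RPM, for every mature and precursor miRNA, in which the mature and the precursor values of a library each add up to 1000000. The deposited values were analysed without further scaling. The smallest step between the values of a library gave the worth of 1 read, from which the libraries held between 363140 and 1370411 mature reads, with a median of 977842. Median mature reads of the amygdala groups were 806858 (ethanol-exposed non-enriched), 780738 (ethanol-exposed enriched), 891450 (control non-enriched) and 1023638 (control enriched), and those of the ventral striatum groups were 1041958, 996264, 1058498 and 1162763 in the same order. A value of 3 reads was taken as the floor, so that no fold change is given where a group has no library above it. For mature names it corresponded to between 2.33 and 8.26 RPM in the amygdala and between 2.19 and 4.06 RPM in the ventral striatum. For precursor names 1 read was worth between 0.662 and 2.39 RPM in the amygdala and between 0.635 and 1.14 RPM in the ventral striatum. Group differences in log2(RPM + 1) were tested with limma over the 24 libraries of a region, with the 8 combinations of sex and treatment as cells, and each contrast was averaged over the sexes. Single miRNAs were also compared in RPM with a two-sided exact permutation test over the 924 ways to divide 12 libraries into 6 and 6, whose smallest possible p is 0.00216. All limma tests were two-sided, and adjusted p-values are Benjamini-Hochberg values over every miRNA tested in a contrast unless stated otherwise.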

To ensure full coverage, a conservative cross-platform approach employing both miRNA microarrays and RNA-Seq was used for identification of potential miRNA of interest. Quantification of miRNAs was based primarily on small RNA-Sequencing, which has increasingly emerged as the gold standard of miRNA quantification technologies, owing to its greater sensitivity and dynamic range compared to other techniques. Orthogonal validation was performed using Affymetrix miRNA GeneChips. The application of these two complementary technologies improved our capacity to discover relevant miRNAs that may have been overlooked had a single quantification method been employed. On the other hand, because miRNA microarrays are limited to the interrogated content of the arrays at the time of manufacture, we also included in our analyses those miRNAs that were found only by small RNA-Seq.

The Affymetrix GeneChip miRNA 2.0 array that we used included probes for 780 *Rattus norvegicus* precursor and mature miRNAs (representing approximately half that number of unique miRNAs). 

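Adding up the values that shared a name left 612 mature and 451 precursor names, 1063 in total. Each of these names was above 0 RPM in at least 1 of the 48 libraries, and 650 were above 0 RPM in all of them. In the amygdala 910 names, and in the ventral striatum 933, were above 0 RPM in at least 6 of the 24 libraries and were tested. More than 3 reads in at least 6 libraries were found for 711 names in the amygdala and 742 in the ventral striatum, and a mean of at least 10 RPM for 582 and 596. The 10 most abundant mature miRNAs held between 56.9% and 64.3% of the mature RPM of a library. Across names, which are not independent replicates, the correlation of log2(RPM + 1) between libraries of one group was between 0.968 and 0.991.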

The RNA-Seq analysis that we employed identified 1063 precursor and mature miRNAs listed in the miRBase 21 annotation (18). A total of 601 miRNAs could be cross-referenced based on exact sequence conservation of the array probe and RNA-Seq annotation. In the space that follows, we describe first the changes due to fetal ethanol or postnatal social enrichment in these miRNAs, as seen in the amygdala and/or ventral striatum of both genders of rats.

#### Ethanol effects

In the amygdala, out of the 601 total miRNAs we identified a total of 291 miRNAs with consistent changes (in the same direction) due to ethanol in non-enriched animals representing 48% directional concordance. Of these, 12 miRNAs were changed in both platforms (at the *p* < 0.1 level) (Table 1, upper). 

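Between the ethanol-exposed non-enriched and the control non-enriched libraries of the amygdala [A N(EvC)], 41 of 910 miRNAs had an unadjusted p under 0.05, against 45.5 that chance gives, and 0 had an adjusted p under 0.05 (smallest adjusted p = 0.842). Of the 41 miRNAs, 8 were higher and 33 lower after ethanol, and with RPM rescaled by median-ratio size factors the split was 15 higher and 17 lower. This count depended most on a single library, since it rose to 106 without ethanol-exposed non-enriched replicate F3 and was 25 without replicate F2. Without replicate F3, 1 miRNA, miR-148a-5p, named here because of that value, had an adjusted p of 0.0164 (log2 fold change −0.39), against a range from 0.643 to 1 over the alternatives that kept all libraries. Of the 12 miRNAs that the paper found on both platforms, 9 had a two-sided limma p under 0.1, and 4 after median-ratio rescaling; with a 1-tailed p, as the paper's methods word it and as tried here after the values were seen, the numbers were 12 and 7. All 29 miRNAs that Table 1 lists for this comparison had the paper's direction, with log2 fold changes between −1.32 and 1.95, and 16 had an exact permutation p under 0.05. When p was adjusted over the list alone, 0 of the 29 were under 0.05 (smallest 0.0522), and 19 passed the cutoffs before adjustment. Because this list and the other 7 were chosen on these same libraries, counts adjusted over a list alone are not independent evidence.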

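Of the 17 miRNAs listed for this comparison without an array value, 10 had a limma p under 0.05, and 7 after median-ratio rescaling. miR-6329 and mir-3084a had the smallest limma p among the miRNAs changed in one direction in both sexes. Mature miR-6329 averaged 3.33 ± 1.90 RPM in ethanol-exposed non-enriched and 7.91 ± 2.80 RPM in control non-enriched libraries (mean ± SD, n = 6 each, exact permutation p = 0.00649), a log2 fold change of −1.19 (standard error 0.40, adjusted p = 0.842). The precursor mir-3084a averaged 3.49 ± 2.22 RPM in ethanol-exposed non-enriched and 0.946 ± 1.5 RPM in control non-enriched libraries (mean ± SD, n = 6 each, exact permutation p = 0.0260), a log2 fold change of 1.40 (standard error 0.48, with the same adjusted p). With each of the 12 libraries left out in turn, the log2 fold change of miR-6329 stayed between −1.42 and −0.77 and that of mir-3084a between 1.08 and 1.60. These means rest on few reads, 2.83 in ethanol-exposed and 6.50 in control libraries for miR-6329 and 3.33 and 1.33 for mir-3084a, which had 0 reads in 4 of the 6 control libraries.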

An additional 17 miRNAs only found by RNA-Seq were also observed to change (at *p* < 0.05 level) due to ethanol effects in non-enriched rats (Table 1, upper). In rats subjected to social enrichment, we observed a total of 275 (46%) directionally concordant changes, with 1 miRNA changed (*p* < 0.1) in both platforms and 10 additional miRNAs significantly changed (*p* < 0.05) that were only found by RNA-Seq (Table 1, upper).

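In enriched rats [A S(EvC)], 35 miRNAs of the amygdala had an unadjusted p under 0.05, 19 higher and 16 lower after ethanol, and the adjusted p was under 0.05 for 0 (smallest 0.502). With each library left out in turn, the unadjusted count was between 25 and 50. Of the 11 listed miRNAs, 10 passed the paper's cutoffs, 1 of 1 found on both platforms and 9 of 10 found by RNA-Seq only, and 7 had an exact permutation p under 0.05. Adjusted over the list alone, which was picked from these libraries, 8 were under 0.05 (smallest 0.0121). Among the miRNAs changed in one direction in both sexes, the smallest limma p belonged to the precursor mir-203a, which Table 1 does not list, with 13.5 ± 3.19 RPM in ethanol-exposed enriched and 21.8 ± 3.64 RPM in control enriched libraries (mean ± SD, n = 6 each, exact permutation p = 0.00433), a log2 fold change of −0.66 (standard error 0.17, adjusted p = 0.502). For the listed mature miR-6319, libraries of both groups were at or under 3 reads, so no fold change is given, and its exact permutation p was 0.00649 (0.187 ± 0.458 against 2.12 ± 1.10 RPM).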

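In the ventral striatum, ethanol-exposed and control non-enriched libraries [V N(EvC)] differed at an unadjusted p under 0.05 in 19 of 933 miRNAs, where chance gives 46.7, with 11 higher and 8 lower and 0 at an adjusted p under 0.05 (smallest 0.763). Without ethanol-exposed non-enriched replicate M1 the unadjusted count was 38. Among the miRNAs listed in Table 2 for this contrast, 3 of 3 with an array value and 8 of 11 without one passed the paper's cutoffs, all 14 had its direction, and 6 had an exact permutation p under 0.05. Adjusted over the list alone, 1 was under 0.05 (smallest 0.0114). Outside the list, mature miR-483-3p averaged 2.24 ± 1.38 RPM after ethanol (n = 6, exact permutation p = 0.00433, adjusted limma p = 1), and the control libraries held at most 1 read each. No fold change is given against that group, which lies at the floor.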

In the ventral striatum, 281 of the miRNAs (47%) showed concordant directional changes due to ethanol in non-enriched animals, with 3 changed (at the *p* < 0.1 level) in both platforms and 11 additional miRNAs significantly changed that were only found by RNA-Seq (Table 2, upper). In rats subjected to social enrichment, a total of 284 (47%) miRNAs showed directionally concordant changes, with 3 changed (*p* < 0.1) in both platforms, and 13 additional miRNAs significantly changed (*p* < 0.05) that were only found by RNA-Seq (Table 2, upper).

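Among enriched rats [V S(EvC)], 21 miRNAs of the ventral striatum passed an unadjusted p of 0.05, 6 higher and 15 lower after ethanol, with 0 at an adjusted p under 0.05 (smallest 1). The split became 8 higher and 12 lower with median-ratio rescaling, and 15 higher and 11 lower in the three-way model on unlogged RPM. The unadjusted count was 33 without ethanol-exposed enriched replicate F1, 34 without F2 and 38 without M2. Without replicate M3, 1 miRNA, miR-191b, passed adjustment in this contrast and in the enrichment effect of ethanol-exposed rats (adjusted p = 8.15e-12 in both), although it had 1 read in each of replicates M1 and M2 and under 1 read in every other ventral striatum library. Over the alternatives that kept all libraries, its adjusted p was between 0.991 and 1. Of the 16 listed miRNAs, 8 passed the cutoffs, 2 of 3 with and 6 of 13 without an array value, and 6 had an exact permutation p under 0.05. None passed when adjusted over the list alone (0 of 16, smallest 0.0881). Mature miR-323-5p, which is not in this list, had 12.5 ± 2.15 RPM in ethanol-exposed enriched and 9.00 ± 3.85 RPM in control enriched libraries (mean ± SD, n = 6 each, exact permutation p = 0.0887) and a log2 fold change of 0.51 (standard error 0.18, adjusted p = 1). The listed precursor mir-3577 averaged 2.07 ± 1.56 RPM after ethanol (n = 6, exact permutation p = 0.0368) against control libraries of at most 2 reads.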

#### Social enrichment effects

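Enriched and non-enriched control rats [A C(SvN)] differed at an unadjusted p under 0.05 in 24 miRNAs of the amygdala, 9 higher and 15 lower after enrichment, and in 0 after adjustment (smallest adjusted p = 0.544). Leaving out control non-enriched replicate F1 reduced the unadjusted count to 13. For this contrast Table 1 lists 20 different miRNAs, with the line of miR-106b-5p printed again. The paper's cutoffs were passed by 6 of 9 with and 7 of 11 without an array value, an exact permutation p under 0.05 was found for 12, and adjusted over the list alone 3 were under 0.05 (smallest 0.0478). Every enriched library had a higher value of the unlisted precursor mir-450b-1 than every non-enriched one, with 18.8 ± 5.28 RPM in control enriched and 10.8 ± 2.27 RPM in control non-enriched libraries (mean ± SD, n = 6 each, exact permutation p = 0.00216), a log2 fold change of 0.73 (standard error 0.22, adjusted p = 1). Mature miR-351-3p reached 1.5 ± 1.21 RPM after enrichment and 0 RPM without it (n = 6, exact permutation p = 0.0606), with at most 3 reads in any library.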

For social enrichment effects in the amygdala of control rats, 251 (42%) miRNAs showed directional concordance with 9 miRNAs changed in both platforms at the *p* < 0.1 level and 11 additional miRNAs found by RNA-Seq (Table 1, lower). In corresponding ethanol-exposed rats, 286 (48%) showed directional concordance with 7 miRNAs changed in both platforms at the *p* < 0.1 level and 12 additional miRNAs found by RNA-Seq (Table 1, lower).

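In ethanol-exposed rats [A E(SvN)], enrichment changed 24 miRNAs of the amygdala at an unadjusted p under 0.05, 14 higher and 10 lower, and 0 at an adjusted p under 0.05 (smallest 0.215). After median-ratio rescaling, 11 were higher and 16 lower. The count was 61 without ethanol-exposed non-enriched replicate F3, and 38 without either non-enriched replicate M1 or enriched replicate F3. Of the 19 listed miRNAs, 15 passed the cutoffs (5 of 7 with and 10 of 12 without an array value) and 9 had an exact permutation p under 0.05, while adjusted over the list alone 0 were under 0.05 (smallest 0.0522). Of the miRNAs changed alike in both sexes, the smallest limma p belonged to the precursor mir-802, which is outside the list, with 1.93 ± 0.743 RPM after enrichment and 0 RPM in every non-enriched library (n = 6, exact permutation p = 0.00216). mir-802 had 1, 2 or 3 reads per enriched library, and its adjusted p was under 0.05 with a pseudocount of 0.1 (0.0428) and with a fit to only the 12 libraries compared (0.00755), and up to 1 over the other alternatives. For mature miR-541-3p, also at 0 RPM in all non-enriched libraries and at most 2 reads in the others, the exact permutation p was 0.0152.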

In the ventral striatum of control rats, 267 (44%) showed concordant directional changes due to enrichment, with 11 changed (at the *p* < 0.1 level) in both platforms and 9 additional miRNAs changed (at the *p* < 0.05 level) by RNA-Seq (Table 2, lower). 

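The enrichment effect in control rats [V C(SvN)] reached an unadjusted p under 0.05 in 36 miRNAs, 16 higher and 20 lower, and an adjusted p under 0.05 in 0 (smallest 1). Single control enriched libraries moved this count, to 59 without replicate F2, 66 without M1 and 21 without M2. Of the 20 listed miRNAs, 16 passed the cutoffs, 8 of 11 with and 8 of 9 without an array value, with 10 at an exact permutation p under 0.05 and 3 under 0.05 when adjusted over the list alone (smallest 0.0280). Mature miR-382-3p and miR-3592, which carried identical values in all 48 libraries, averaged 13.7 ± 3.8 RPM with enrichment and 8.37 ± 2.13 RPM without it (mean ± SD, n = 6 each, exact permutation p = 0.0216). Their log2 fold change was 0.63 (standard error 0.18, adjusted p = 1), with 1.14 in females and 0.13 in males, and the difference between the sexes, tested after these values were seen, had an adjusted p of 1.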

In corresponding ethanol-exposed rats, 273 (45%) showed directional concordance with 7 miRNAs changed in both platforms at the *p* < 0.1 level and 13 additional miRNAs found by RNA-Seq (Table 2, lower).

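Among ethanol-exposed rats [V E(SvN)], 17 miRNAs of the ventral striatum had an unadjusted p under 0.05 for enrichment, 8 higher and 9 lower, and 0 an adjusted p under 0.05 (smallest 1). This count was 39 without ethanol-exposed non-enriched replicate M1 and 35 without ethanol-exposed enriched replicate F2. Tested within each sex, 22 were higher and 5 lower in females, and 8 were higher and 23 lower in males. The counts within a sex, 27 and 31, were under the 46.65 that chance gives, and 0 miRNAs passed adjustment in either. Of the 20 listed miRNAs, 19 were tested and 9 passed the cutoffs, 3 of 7 with and 6 of 13 without an array value, and all 19 had the paper's direction. An exact permutation p under 0.05 was found for 5, and adjusted over the list alone 0 were under 0.05 (smallest 0.0902). The miRNA that was not tested, miR-381-5p, was above 0 RPM in fewer than 6 libraries of the region. Of the miRNAs with one direction in both sexes, the smallest limma p belonged to mature miR-466b-5p and the precursor mir-3084c, both outside the list, with at most 1 and 2 reads in any library and 0 RPM in all non-enriched libraries (n = 6, exact permutation p = 0.0606 for each).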

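The quotient of mean RPM between groups, written as the paper writes fold changes, equalled the RNA-Seq fold change printed in Tables 1 and 2, at the printed precision, for 146 of 149 lines, with the repeated line of miR-106b-5p left out, and was within 0.389% of it for the other 3, which are lines of mir-3591 and mir-3548. For the 53 lines with an array value, the median ratio of this fold change to the paper's array fold change was 1.08.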

We note that most of the 53 concordant miRNA differences found by both miRNA and RNA-Seq were similar in magnitude. However, the magnitude of the difference found by RNA-Seq exceeded the difference found by microarray by at least 50% for 10 miRNAs, while the difference by array was 50% greater than RNA-Seq for only 2 miRNAs. These observations lend additional support for the growing awareness that RNA-Seq appears to have greater dynamic range than microarray-based expression profiling.

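The fold change of mean RPM was at least 1.5 times the paper's array fold change for 11 of the 53 miRNAs, and the array fold change at least 1.5 times that of RNA-Seq for 2. The 11 miRNAs had a median mean of 5.75 RPM, against 175 RPM for the others, and 6 of them had a group that averaged under 10 reads. Over all 149 lines, 41 of the 60 fold changes of 2 or more averaged under 10 reads over both groups together, against 22 of the 89 fold changes under 2. In 35 lines a group had no library above 3 reads.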

From this point forward, we specifically chose to further examine the ethanol effect in non-enriched rats [N (EvC)] and the social enrichment effect in ethanol-exposed rats [E (SvN)], as these groups exhibited a striking reversal in social motivation (5). 

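Across the 910 miRNAs of the amygdala, which are not independent replicates, the log2 fold changes of N(EvC) and E(SvN) correlated at Pearson r = −0.59, and 75.5% had opposite signs. Both contrasts contain the ethanol-exposed non-enriched libraries, so opposite signs arise without any treatment effect, and labels permuted within each sex gave a median r of −0.50 and a median of 66% opposite signs. Of 100 permutations, 21 gave a correlation as negative and 3 a share of opposite signs as large. In the ventral striatum, r was −0.41 over 933 miRNAs (75 of 100 permutations as negative) and 61% had opposite signs (79 of 100 as large). The smallest of these 4 permutation shares was 0.12 after Benjamini-Hochberg adjustment. The share in the amygdala was matched by 27 of 100 permutations after median-ratio rescaling and by 5 or more in 6 of the 9 alternatives tested.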

Hierarchical cluster analysis showed distinct expression patterns in groups of miRNAs, including some with directional reversals resulting from social enrichment (Figure 2). 

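The count of miR-381-5p was 1 read in each of 4 ventral striatum libraries, ethanol-exposed enriched F1, F2 and F3 and ethanol-exposed non-enriched F1, and 0 in the other ethanol-exposed libraries of that region. Its means, 0.518 ± 0.585 RPM with enrichment and 0.149 ± 0.365 RPM without it, were both under the floor (n = 6 each, exact permutation p = 0.303), so that no fold change is given. With the filter on low values removed, its main effect of gender over the 48 libraries had an adjusted p of 0.235 over all miRNAs and of 0.0164 when adjusted over the list alone, a list picked from these libraries.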

Except for one (miR-381-5p), none of the miRNAs in this subset showed any main effects of gender (Datasheet S1 in Supplementary Material). Thus, they do not appear to have gender-specific gene effects.

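A main effect of gender over the 48 libraries had an unadjusted p under 0.05 for 37 of 942 miRNAs and an adjusted p under 0.05 for 0 (limma, smallest 0.999). Among the 73 tested miRNAs of Datasheet S1 the unadjusted count was 2, and 0 were under 0.05 when adjusted over the list alone. These were miR-323-5p, with a log2 difference of −0.35, and miR-874-5p, with a log2 difference of 0.42, males against females. Enrichment effects of some miRNAs differed in size between the sexes without passing adjustment, as for mir-200a in the ventral striatum of ethanol-exposed rats, whose log2 fold change was 4.13 in females and −0.68 in males (difference 4.81, standard error 2.35, adjusted p = 1). The test of that difference was chosen after the values were seen. With libraries of consecutive numbers, one from each region, as a random block, the main effect of gender had an unadjusted p under 0.05 for 31 of the 942 miRNAs and for 0 of the 73 listed, a setting added after the values were seen.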

**Figure 2:**
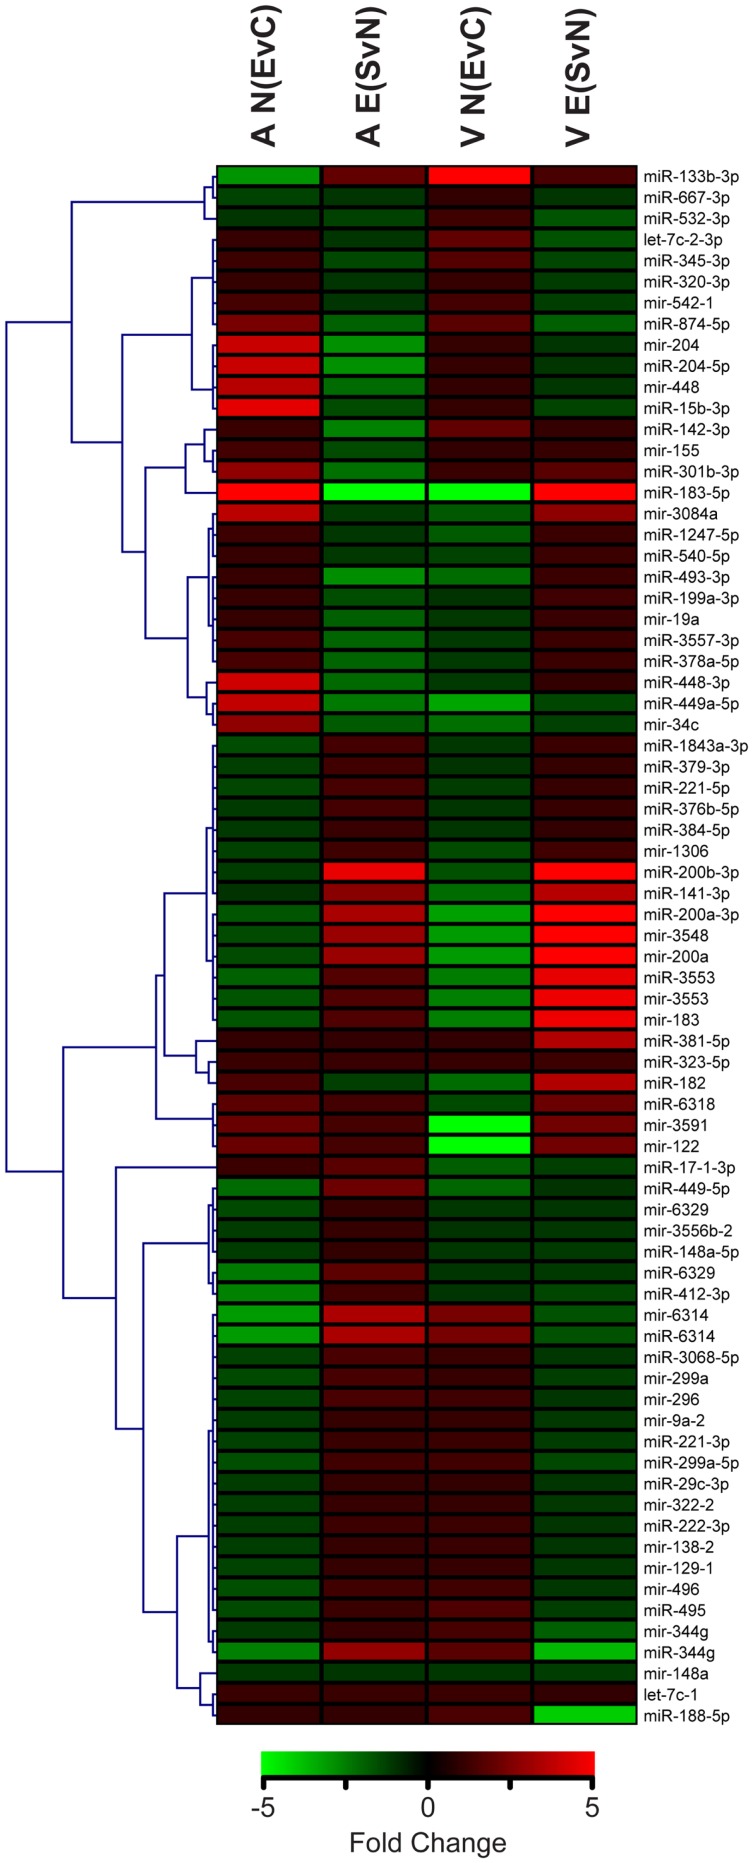
**Clustering of microRNAs with ethanol and/or social enrichment effects**. Hierarchical clustering analysis of fold change values in miRNAs with significant ethanol effects in non-enriched rats [N(EvC)] and social enrichment effect in ethanol rats [E(SvN)] for both brain regions [A or V].

This comparative analysis also revealed several notable individual miRNAs (Table 3). 

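In the amygdala of ethanol-exposed rats, mature miR-874-5p averaged 2.22 ± 2.05 RPM after social enrichment and 4.25 ± 1.94 RPM without it (mean ± SD, n = 6 each, exact permutation p = 0.106), and no enriched library had more than 3 reads. The ventral striatum means were 2.40 ± 1.15 and 4.52 ± 3.86 RPM (n = 6 each, exact permutation p = 0.251), a log2 fold change of −0.48 (standard error 0.35, adjusted p = 1). Leaving out each library in turn kept the ventral striatum value between −0.71 and −0.28, and the test of the difference between the regions gave an adjusted p of 1. The ventral striatum value was 0.31 in females and −1.28 in males (difference 1.58, standard error 0.69, adjusted p = 1), a test chosen after the values were seen.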

First, miR-874-5p was decreased in both the amygdala and ventral striatum. On the other hand, mir-183 was affected by social enrichment in both brain regions, with its mature miR-183-5p showing a striking 300-fold decrease in the amygdala and 5-fold increase in the ventral striatum. Thus, brain region clearly influenced the miRNA results.

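In the amygdala of ethanol-exposed rats, mature miR-183-5p averaged 0.0054 RPM after enrichment, with every library under the floor of 3 reads, and 1.94 ± 3.07 RPM without it (mean ± SD, n = 6 each, exact permutation p = 0.398). Non-enriched replicates F3, with 6.29 reads, and M2, with 1.80, were the only libraries of these 12 above 1 read. Since the mean without enrichment is itself lower than the worth of 3 reads, no lower bound on a fold change can be given. In 4 libraries miR-183-5p held 0.0351, 0.475, 1.80 and 6.29 reads, and mature miR-3553 held the rest of a whole number. In the other libraries miR-183-5p held at most 0.0117 reads, and such traces were disregarded, so that both names counted as whole there. By that count each alone was a whole number of reads in 44 of 48 libraries, and their sum was whole in 48 of 48. The summed RPM of both was 40.01 ± 36.98 with and 26.3 ± 17.1 without enrichment in the amygdala (n = 6 each, exact permutation p = 0.539), and 223 ± 231 and 48.9 ± 49.3 in the ventral striatum (n = 6 each, exact permutation p = 0.145), 4.55 times as much with enrichment. In the ventral striatum miR-183-5p itself was under the floor in both groups, and its precursor mir-183 averaged 29.1 ± 30.2 and 6.19 ± 6.24 RPM (n = 6 each, exact permutation p = 0.139), a log2 fold change of 1.38 (standard error 0.77, adjusted p = 1). In the amygdala mir-183 averaged 5.66 ± 5.21 and 3.58 ± 2.41 RPM (n = 6 each, exact permutation p = 0.487).

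**Figure D1:**
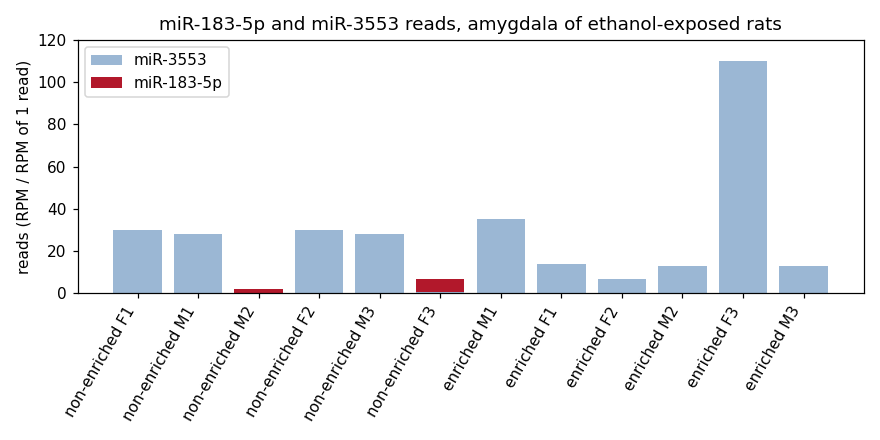
Reads of miR-183-5p (red) stacked on those of miR-3553 (blue) in each amygdala library of ethanol-exposed rats, as RPM divided by the RPM of 1 read. miR-183-5p is visible only in non-enriched replicates F3 and M2.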

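A difference between amygdala and ventral striatum in the ethanol effect of non-enriched rats was tested for 942 miRNAs over all 48 libraries. An unadjusted p under 0.05 was found for 33, and 0 had an adjusted p under 0.05 (limma, smallest 0.280). Among the 73 listed miRNAs tested 15 had an unadjusted p under 0.05, and adjusted over the list alone 1 was under 0.05 (smallest 0.0379). That 1 became 0 with median-ratio rescaling (smallest 0.0703) and with a pseudocount of 10 (0.0831). It also became 0 with a mean of at least 10 RPM (0.0899) and in the three-way model on unlogged RPM (0.113). Under the other alternatives run for this test it stayed at 1. For mir-496, the named miRNA with the smallest p, the difference was −1.02 on the log2 scale (standard error 0.31, adjusted p = 0.506). The enrichment effect of ethanol-exposed rats differed between the regions at an unadjusted p under 0.05 in 23 miRNAs and at an adjusted p under 0.05 in 0 (smallest 0.6249), with 10 of the listed miRNAs at an unadjusted p under 0.05 and 0 when adjusted over the list alone (smallest 0.170). For mir-183 that difference was −0.90 (standard error 0.94), and for mir-183 and miR-183-5p the adjusted p was 1. From such miRNAs the paper concludes that brain region influenced the results. A main effect of brain region on the level of a miRNA is a separate question from these differences. In the four-way model on unlogged RPM, run after the values were seen, it had an unadjusted p under 0.05 in 29 of the 74 miRNAs of Datasheet S1.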

**Table 3:** **Notable miRNA comparisons**.

miRNA	miRBase 21 accession	Comparison	RNA-Seq		Microarray	
			Fold change	*p*-Value	Fold change	*p*-Value
**DECREASED BY ETHANOL IN BOTH REGIONS**						
miR-874-5p	MIMAT0017290	A E(SvN)	−1.91	0.047	−1.28	0.041
miR-874-5p	MIMAT0017290	V E(SvN)	−1.88	0.099	−1.60	0.001
**AFFECTED BY SOCIAL ENRICHMENT IN BOTH REGIONS**						
miR-183-5p	MIMAT0000860	A E(SvN)	−358.64	0.049		
mir-183	MI0000928	V E(SvN)	4.70	0.026		
**MICRORNA-122 FAMILY AFFECTED BY ETHANOL IN VENTRAL STRIATUM**						
mir-3591	MI0015471	V N(EvC)	−5.54	0.004		
mir-122	MI0000891	V N(EvC)	−5.54	0.004		
**MICRORNA-8 FAMILY AFFECTED BY SOCIAL ENRICHMENT IN VENTRAL STRIATUM**						
mir-200a	MI0000943	V E(SvN)	6.81	0.048		
miR-200a-3p	MIMAT0000874	V E(SvN)	7.03	0.041		
miR-200b-3p	MIMAT0000875	V E(SvN)	5.09	0.058	5.45	0.020
miR-141-3p	MIMAT0000846	V E(SvN)	3.60	0.065	1.46	0.010
mir-3548	MI0015404	V E(SvN)	6.81	0.048		
**REVERSED BY SOCIAL ENRICHMENT IN AMYGDALA**						
mir-204	MI0000946	A N(EvC)	3.97	0.042		
miR-204-5p	MIMAT0000877	A E(SvN)	−2.83	0.084	−3.52	0.057
miR-384-5p	MIMAT0005309	A N(EvC)	−1.12	0.063	−1.21	0.002
miR-384-5p	MIMAT0005309	A E(SvN)	1.12	0.060	1.12	0.038
miR-222-3p	MIMAT0000891	A N(EvC)	−1.23	0.030		
miR-222-3p	MIMAT0000891	A E(SvN)	1.21	0.049		
mir-299a	MI0000970	A N(EvC)	−1.46	0.007		
mir-299a	MI0000970	A E(SvN)	1.41	0.015		
miR-301b-3p	MIMAT0005304	A N(EvC)	2.85	0.017		
miR-301b-3p	MIMAT0005304	A E(SvN)	−2.21	0.041		
miR-6329	MIMAT0025068	A N(EvC)	−2.38	0.003		
miR-6329	MIMAT0025068	A E(SvN)	1.84	0.049		

*Conventions same as Table 1. A N(EvC)-ethanol effect in non-enriched rats’ amygdala; A E(SvN)-social enrichment effect in ethanol rats’ amygdala; V N(EvC)-ethanol effect in non-enriched rats’ ventral striatum; V E(SvN)-social enrichment effect in ethanol rats’ ventral striatum*.

In addition to single miRNAs, we also examined whether our miRNAs of interest belonged to the same miRBase families, which are clusters of highly homologous sequences. Interestingly, the miRNA families that had common members, including mir-122 (miRBase family accession # MIPF0000095) and mir-8 (miRBase family accession # MIPF0000019) had very similar fold changes and *p*-values within the same comparisons. 

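In non-enriched rats, the precursor mir-122 averaged 0.394 ± 0.964 RPM after ethanol and 2.18 ± 1.33 RPM in controls of the ventral striatum (mean ± SD, n = 6 each, exact permutation p = 0.0216). Of the ethanol-exposed libraries only replicate M2 had any, 3 reads, and the controls had between 1 and 5 reads. Its adjusted p was 0.763 with all libraries and 0.0202 without replicate M2, and between 0.170 and 1 over the other alternatives. The other listed member, mir-3591, was under 1 read in every library. In the mir-8 family, enrichment of ethanol-exposed rats went with 47.3 ± 61.3 against 6.95 ± 11.7 RPM of the precursor mir-200a (n = 6 each, exact permutation p = 0.154), 45.3 ± 56.9 against 6.44 ± 10.9 RPM of miR-200a-3p (exact permutation p = 0.160) and 8.51 ± 11.0 against 1.67 ± 2.82 RPM of miR-200b-3p (exact permutation p = 0.162). Mature miR-141-3p averaged 109.7 ± 102 and 30.5 ± 24.4 RPM (n = 6 each, exact permutation p = 0.0649). The log2 fold changes of these 4 were 1.73, 1.74, 1.51 and 1.42 in that order, each with an adjusted p of 1. Within the enriched group, mir-200a ranged from 0 to 156 RPM.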

We note that the identical results between members of the same miRNA family likely reflect the fact that our RNA-Seq analysis could not distinguish the two isoforms using the standard read count quantification algorithm that we employed. 

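In RefSeq's annotation of the GRCr8 rat genome, the hairpin of mir-3591 overlaps that of mir-122, and the hairpin of mir-3548 overlaps that of mir-200a. Strands were not compared. Within each pair the deposited values stood at one ratio in all libraries where both were above 0 RPM, with mir-3591 at 5.10e-06 of mir-122 in 36 libraries and mir-3548 at 4.37e-07 of mir-200a in 41. mir-3548 did not reach 1 read in any library, as was found for mir-3591. In the same way mir-3553 stood at 6.14 times mir-183 in 48 libraries, and those hairpins overlap as well. The test of fixed ratios was chosen after these values were seen. The paper proposes that identical results within a family come from a read counting that could not tell the isoforms apart.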

Additional experiments on precursor forms of these miRNAs would be needed to elucidate the effects of individual miRNAs within such families. This would be particularly interesting for the mir-8 family, whose members have been implicated in synaptic development (19).

Most importantly, we also noted several miRNAs that appeared to significantly reverse their expression levels in the amygdala after social enrichment in ethanol-exposed animals. These include precursor miRNAs mir-204 and mir-299a as well as mature miRNAs miR384-5p, miR-222-3p, and miR-301b-3p. 

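Of the 41 miRNAs of the amygdala with an unadjusted p under 0.05 for ethanol in non-enriched rats, 38 had the opposite sign for enrichment in ethanol-exposed rats, and 5 had an unadjusted p under 0.05 in both contrasts with opposite signs. In the ventral striatum 15 of 19 had the opposite sign, and 2 had an unadjusted p under 0.05 in both. These counts carry the bias of a shared group, since a high mean of the ethanol-exposed non-enriched libraries raises one contrast and lowers the other.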

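In the amygdala, the precursor mir-204 averaged 12264 ± 12073 RPM in control non-enriched, 48696 ± 53059.6 in ethanol-exposed non-enriched and 17191 ± 14892 in ethanol-exposed enriched libraries (n = 6 each, exact permutation p = 0.145 for ethanol and 0.258 for enrichment), and its mature miR-204-5p had a log2 fold change of 1.46 for ethanol. Single libraries set the mir-204 mean, since ethanol-exposed non-enriched replicates F2 and M3 had 122490.0 and 107022 RPM, and the other libraries of that group between 3398 and 39910.3 RPM. The precursor mir-299a averaged 34.8 ± 6.59 RPM in control non-enriched, 23.8 ± 7.28 in ethanol-exposed non-enriched and 33.6 ± 6.24 in ethanol-exposed enriched libraries (n = 6 each, exact permutation p = 0.0238 for ethanol and 0.0325 for enrichment), with log2 fold changes of −0.56 and 0.52. Mature miR-384-5p averaged 2749 ± 157 RPM in control non-enriched, 2454 ± 257 in ethanol-exposed non-enriched and 2754 ± 341 in ethanol-exposed enriched libraries (n = 6 each, exact permutation p = 0.0368 for ethanol and 0.119 for enrichment), with log2 fold changes of −0.17 and 0.16. Mature miR-222-3p averaged 123 ± 17.3 RPM in control non-enriched, 100.0 ± 24.0 in ethanol-exposed non-enriched and 121 ± 16.9 in ethanol-exposed enriched libraries (n = 6 each, exact permutation p = 0.0866 for ethanol and 0.0866 for enrichment). Mature miR-301b-3p averaged 2.08 ± 2.41 RPM in control non-enriched, 5.91 ± 2.94 in ethanol-exposed non-enriched and 2.68 ± 3.04 in ethanol-exposed enriched libraries (n = 6 each, exact permutation p = 0.0303 for ethanol and 0.0931 for enrichment), means of between 2 and 5 reads. All 5 had an adjusted limma p of 0.842 for ethanol and of 1 for enrichment. miR-6329, which Table 1 also lists in both comparisons, had 6.11 ± 2.01 RPM with enrichment (n = 6, exact permutation p = 0.0281, log2 fold change 0.88). Because such changes ran parallel to the behavior of the rats, the paper proposes as a possibility that these miRNAs may be more closely tied to the mechanisms of each effect.

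**Figure D2:**
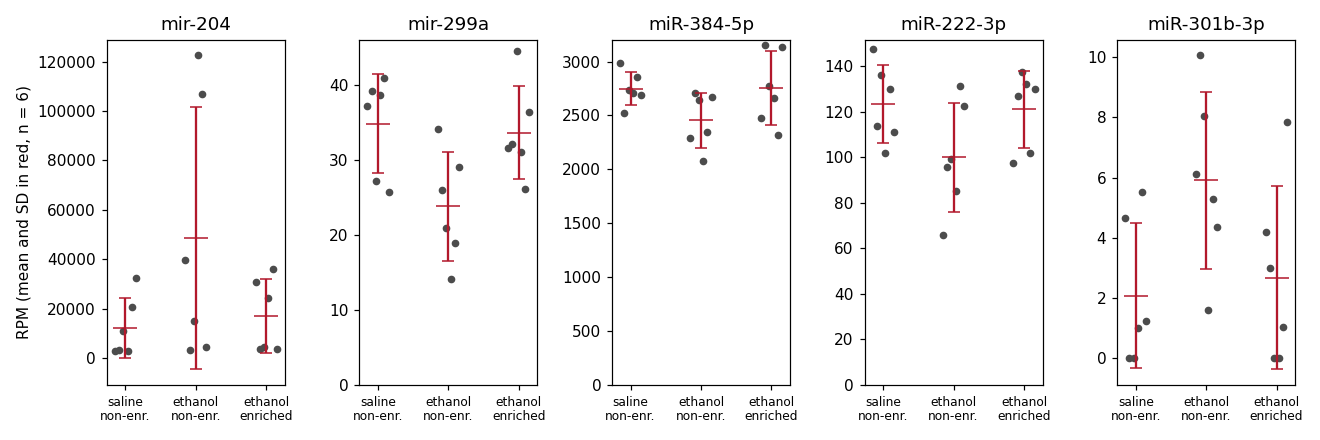
RPM of miR-222-3p, mir-204, miR-301b-3p, mir-299a and miR-384-5p in each amygdala library of control non-enriched (saline), ethanol-exposed non-enriched and ethanol-exposed enriched rats. Points are libraries, red marks the mean with its SD (n = 6), and the vertical axes start at 0 or below; mir-204 is spread from 2896 to 122490.0 RPM.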

Because these molecular changes parallel the behavioral changes, it is possible that they may be more directly related to the primary mechanisms underlying each phenotypic effect.

### Differential modulation of targeted messenger RNAs converge on cell signaling and morphology

In order to elucidate the large-scale functional changes being affected by ethanol and social enrichment, we performed functional network enrichment analysis using QIAGEN Ingenuity^®^ IPA software. The IPA core analysis workflow determines key gene regulatory networks that are overrepresented in any given set of molecules. Additionally, the activation or inhibition of upstream and downstream molecules can be predicted based on existing data and overlaid on any network to show how the overall network is affected.

We first performed this analysis using only the specific miRNAs validated using both RNA-Seq and array that were altered by ethanol in non-social animals and by social enrichment in ethanol-exposed animals (Tables 1 and 2). The combined networks obtained by a core analysis of these data were merged and examined using data from the amygdala and ventral striatum. Overall, the functions represented by the resulting merged network included several cell signaling molecules. Hereafter, we refer to this merged network as a Cell Signaling network (Figure 3). Key hub molecules in this network of miRNAs and target mRNAs include p53, IGF1R, TNF, and several others. Most interestingly, the molecule activity predictor tool in IPA generally suggested a large-scale activation (orange colors) of this network in the amygdala and inhibition (blue colors) in the ventral striatum.

**Figure 3:**
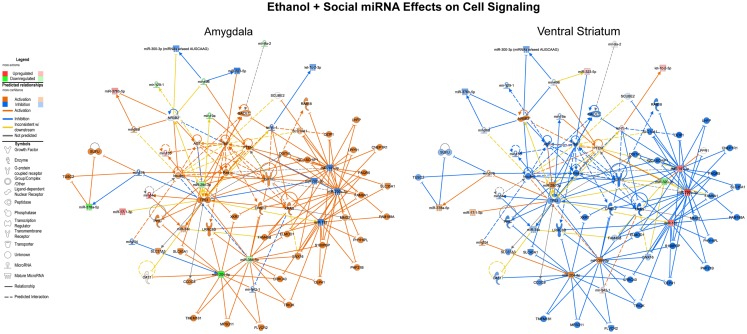
**Ethanol and social enrichment effects on microRNAs**. The results of a gene network level analysis of all of the miRNAs with changes in one or more of the contrasts listed in Tables 1 and 2 are shown. Genes and miRNAs with increased or predicted increased expression are shown in red and orange, respectively, while genes and miRNAs with decreased or predicted decreased expression are shown in green and blue, respectively. Genes and miRNAs with conflicting predicted vs observed data are connected by yellow lines, and genes and miRNAs with absent data or unpredicted relationships are unfilled and connected by gray lines. Note that in general, the network is activated in the amygdala and inhibited in the ventral striatum.

The miRNA data were also integrated with mRNA data (*p* < 0.1) derived from the same tissues (5) using the IPA miRNA target filter workflow. Relationships included experimentally determined data from the Ingenuity^®^ curated database and highly predicted targets from the target prediction databases in TargetScan (20), miRecords (21), and TarBase (22). We note that the miRNA-target predictions are based on sequence complementarity between the miRNA seed sequence and the target mRNA, and thus may be applicable to several miRNAs with the same seed sequence. In this report, we include findings from mRNA targets that have opposing expression level changes to their predicted miRNA regulators (Datasheet S2 in Supplementary Material). Because of their large-scale nature, these results were exclusively examined at the network level.

#### Ethanol effects reversed by social enrichment

Focusing on the combined miRNA-mRNA target networks in the amygdala, the first major network identified was one involved in cell cycle processes (Figure 4, left). This network generally contained RNAs, which were inhibited following prenatal ethanol (e.g., VAMP4, mir-154). 

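In the amygdala of non-enriched rats, the precursor mir-154 averaged 19.1 ± 6.86 RPM after ethanol and 22.7 ± 5.30 RPM in controls (mean ± SD, n = 6 each, exact permutation p = 0.342), a log2 fold change of −0.27 (standard error 0.31, adjusted p = 0.866). With each library left out in turn, that value was between −0.44 and −0.08. In enriched ethanol-exposed rats it averaged 19.9 ± 9.24 RPM (n = 6, exact permutation p = 0.877 against non-enriched), and the sign of the log2 fold change for enrichment, −0.02 (standard error 0.31), was positive with a pseudocount of 10, on unlogged RPM and in 6 of the 12 fits that each left out one library.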

Other genes within the network showed increased expression, including p53. Remarkably, almost across the board, the pattern of changes in these genes due to prenatal ethanol was completely opposite the changes seen following social enrichment (Figure 4, right).

**Figure 4:**
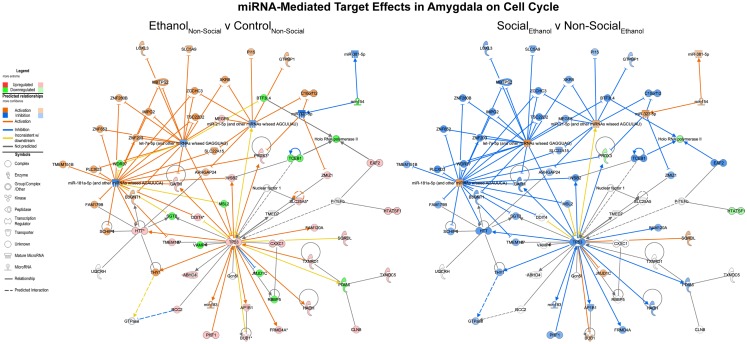
**MicroRNA target effects in the amygdala on cell cycle signaling**. Conventions same as Figure 3. Note that nearly all of the genes show a distinct reversal in their expression difference following social enrichment.

On the other hand, corresponding ethanol effects in the ventral striatum revolved around cell death processes with inhibition of RNAs including MAP3K2 and upregulation of RNAs like let-7 (Figure 5, left). These are predicted to inhibit cell death genes like AKT and ERK1/2. 

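The let-7 precursor let-7c-1 averaged 3172 ± 447 RPM after ethanol and 2710.0 ± 342 RPM in controls of the ventral striatum, both non-enriched (mean ± SD, n = 6 each, exact permutation p = 0.0779). Its log2 fold change was 0.22 (standard error 0.10, adjusted p = 1) and stayed between 0.15 and 0.30 with each library left out in turn.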

Again, the network appears activated as a result of social enrichment, resulting from downregulation of molecules such as miR-532-3p (Figure 5, right).

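Mature miR-532-3p averaged, in the ventral striatum of ethanol-exposed rats, 4.98 ± 1.55 RPM with enrichment and 8.16 ± 2.06 RPM without it (mean ± SD, n = 6 each, exact permutation p = 0.0108), with 5.00 and 8.50 reads on average. The log2 fold change was −0.63 (standard error 0.27, adjusted p = 1), in the same direction in females (−0.54) and males (−0.72).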

**Figure 5:**
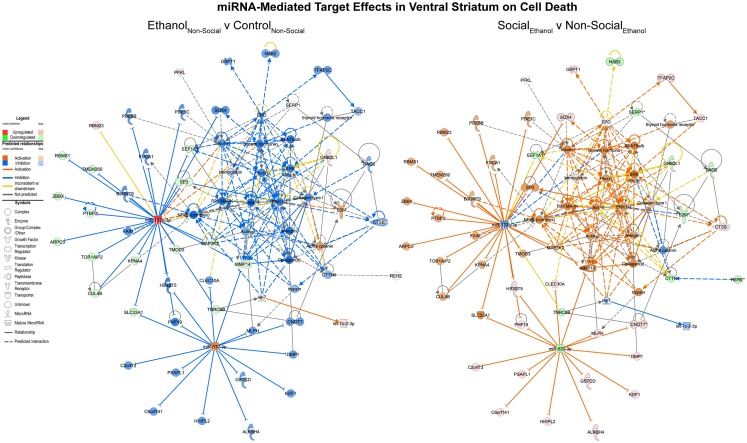
**MicroRNA target effects in the ventral striatum on cell death signaling**. Conventions same as Figure 3. Note that nearly all of the genes show a distinct reversal in their expression difference following social enrichment.

### Canonical gene expression pathways in neurons are altered by ethanol and reversed by social enrichment

In addition to the networks identified above, we also chose to extend our previously reported characterization of 660 brain-related mRNAs of interest (5) by examining the evidence for network level changes in four curated canonical IPA pathways: p53 signaling, GABA receptor signaling, glutamate receptor signaling, and CREB signaling in neurons.

We examined the p53 signaling pathway because of differential responses between prenatal ethanol exposure and social enrichment (Figure 6). This network generally showed robust increases in expression following prenatal ethanol exposures in both the amygdala and ventral striatum. Following social enrichment, most of the genes in this network showed decreased expression in the ventral striatum, with a smaller subset showing decreased expression in the amygdala. Thus, the ventral striatum appeared to be more differentially responsive to the social enrichment effects on p53 signaling. Notably, we and others have consistently observed highly consistent changes in p53/apoptosis signaling networks following ethanol exposure (23, 24). However, this is the first report we are aware of to report changes in p53 signaling genes following social enrichment.

**Figure 6:**
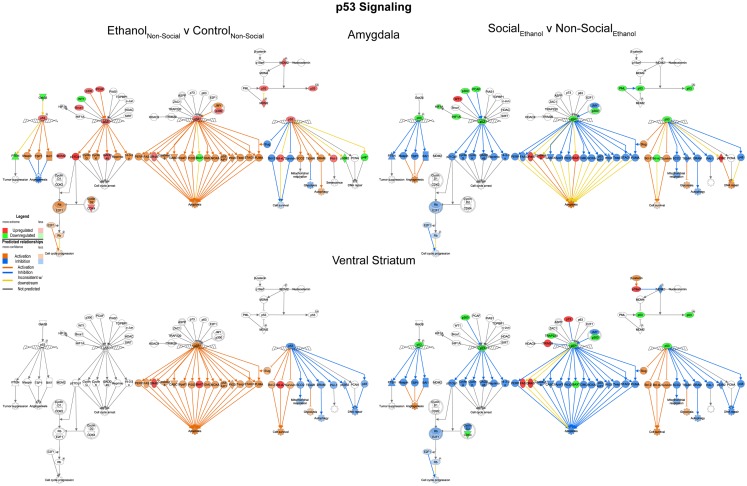
**Ethanol and social enrichment effects on nuclear p53 signaling**. Conventions same as Figure 3. Note that the changes in p53 signaling were highly similar in both brain areas following prenatal ethanol exposure (left), but showed differential responsiveness in the two brain areas following social enrichment (right).

We also examined evidence for changes in GABA, glutamate, and CREB signaling. Our rationale for doing so was based on the fact that ethanol acts as a GABA agonist and NMDA antagonist, and has well-characterized effects on CREB signaling within specific brain circuits involved in addiction, including the ventral tegmental area, striatum, and cortex [reviewed in Ref. (25)]. Furthermore, GABA and glutamate neurotransmitter systems have been shown to be differentially expressed in alcohol-preferring vs non-preferring rats (26) and alcohol’s effects on the central amygdala are known to affect glutamatergic and GABAergic transmission as a result of acute exposure [reviewed in Ref. (27)].

#### GABA receptor signaling

In general, we observed trends for decreased expression of multiple GABA related transcripts following prenatal ethanol exposure in both the amygdala and ventral striatum (Figure 7, left). These trends were consistently reversed after social enrichment (Figure 7, right). These observations suggest a plastic mechanism is in place within the basal forebrain. Markers for GABAergic neurons have been found in the amygdala as early as G20 in rats (28) suggesting that this system could be responsive throughout much of the animal’s lifetime.

**Figure 7:**
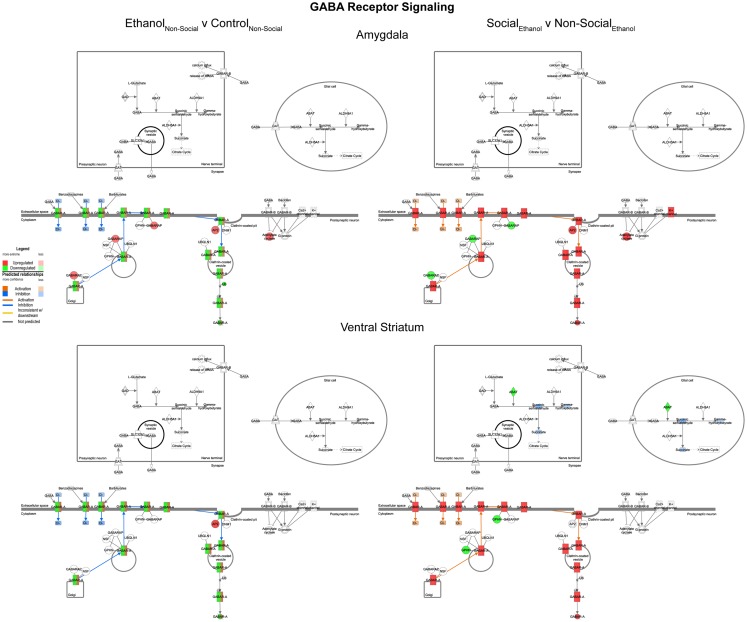
**Ethanol and social enrichment effects on GABA receptor signaling**. Conventions same as Figure 3. Note that prenatal ethanol exposure generally inhibits GABA signaling and is reversed following social enrichment. In some cases, due to the presence of multiple isoforms of a gene with the same name, multiple colors are contained within a symbol.

#### Glutamate receptor signaling

In contrast to the changes seen for GABA networks, we found evidence of region-specific changes in glutamate related genes. Specifically, prenatal ethanol exposure was associated with generally decreased expression in the amygdala and generally increased expression in the ventral striatum (Figure 8, left). However, following social enrichment, both of the brain areas tended to show large-scale increases in expression (Figure 8, right). These differences suggest that changes in glutamate signaling in the amygdala may be more directly linked to the social behavioral deficits we have observed, while changes in the ventral striatum may be more reflective of exposure to a drug of abuse. Furthermore, the ethanol findings are also consistent with observations on the acute effects of ethanol on glutamate receptor function [reviewed in Ref. (29)]. Our findings also suggest that glutamate receptor-mediated synaptic plasticity is altered, particularly in the amygdala, consistent with was has been reported for ethanol effects in the hippocampus (30).

**Figure 8:**
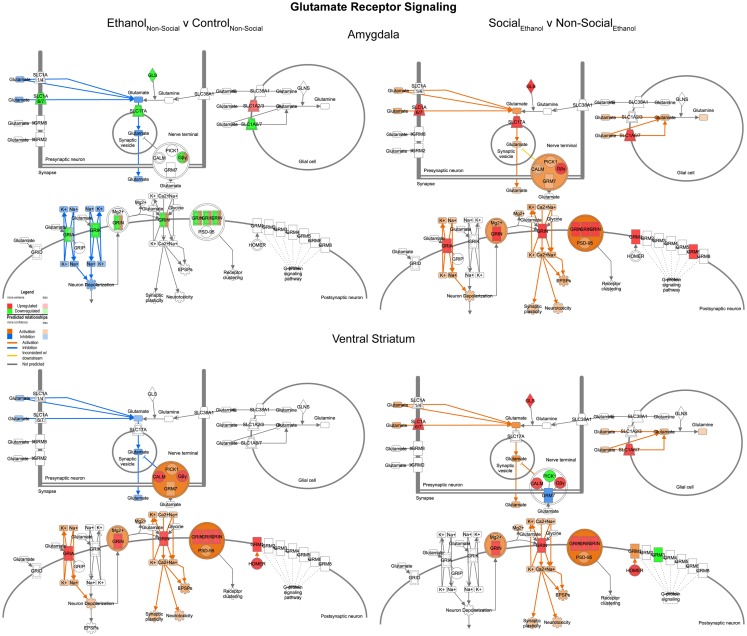
**Ethanol and social enrichment effects on glutamate receptor signaling**. Conventions same as Figure 3. Note that this network tended to show differential changes due to prenatal ethanol exposure in the two brain areas (left), but somewhat more consistent changes following social enrichment (right).

#### CREB signaling in neurons

Reinforcing the changes just described for glutamate signaling, the last network we examined was one involved in CREB signaling in neurons. In this case, we found it much more difficult to generalize about one specific direction of change within this highly integrated cellular network across the two brain areas. Indeed, following prenatal ethanol exposure, more than 10 genes showed changes in distinctly opposite directions in the amygdala and ventral striatum (e.g., IGLUR, Gβ, Gγ, PLC, PKC, AKT, ERK, p90RSK, p300, CBP, TFIIB, TBP) (Figure 9, left). Following social enrichment, however, there was somewhat greater agreement between the two brain areas in the directionality (or predicted directionality) of the changes (Figure 9, right). These findings underscore the importance of examining entire transcriptional networks before reaching conclusions regarding the potential effect that a manipulation or treatment may have in a specific brain region. Moreover, the results highlight the utility of examining multiple brain regions.

**Figure 9:**
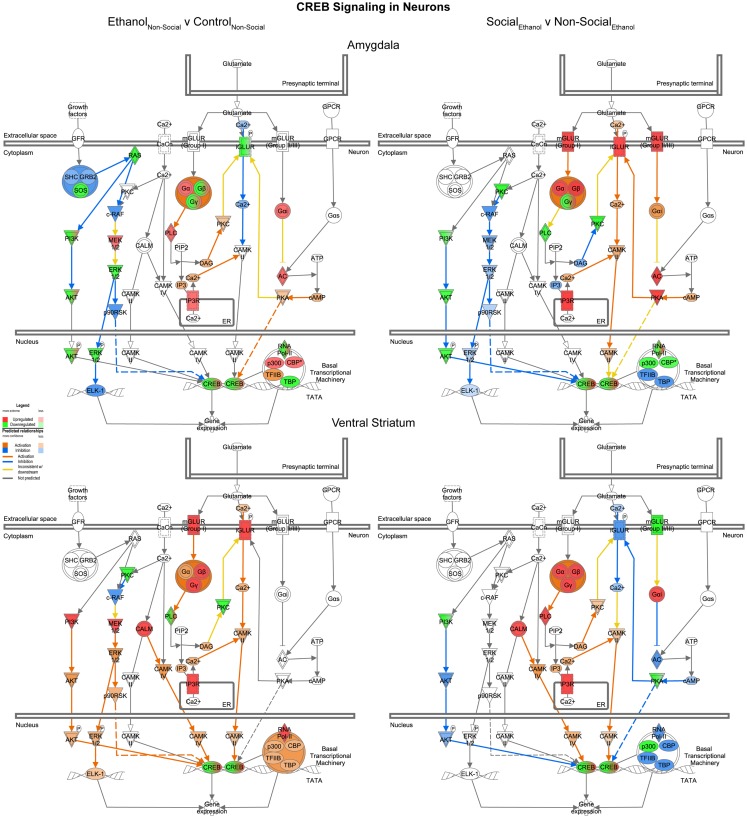
**Ethanol and social enrichment effects on CREB signaling in neurons**. Conventions same as Figure 3. Note that the changes produced following prenatal ethanol exposure or social enrichment showed somewhat complex patterns, with some evidence of both region-specific and treatment-specific effects.

## Discussion

This study sought to evaluate molecular mechanisms at the miRNA, mRNA, and gene regulatory network levels that underlie the effective reversal of a social motivation deficit seen following prenatal ethanol exposure (5). We found several robustly affected miRNAs, target mRNAs, and functional pathways that could represent candidate control points for the behavioral deficits we previously observed.

Several recent miRNA studies have been performed on rodents or primary cell cultures exposed to ethanol either during gestational or postnatal time periods. We compared the most robustly changed miRNAs in our studies (Tables 1 and 2) to results from these other studies. Interestingly, 24 of the 48 miRNAs we observed with changes due to ethanol in either the amygdala or ventral striatum were also reported to change in other studies. Of those, 9 miRNAs (let-7c-1, miR-221-3p, miR-221-5p, miR-222-3p, mir-322-2, mir-34c, miR-384-5p, mir-496, and mir-542-1) reported consistent directional changes as our data (15, 31–33). This is despite the use of different exposure paradigms, brain areas, and cell types, as well as different species. These miRNAs may thus represent highly robust and persistent indices of ethanol exposure.

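In the amygdala of non-enriched rats (n = 6 libraries per group), most of the named miRNAs had lower values after ethanol. Mature miR-221-3p averaged 1646 ± 401 RPM after ethanol and 2090.4 ± 189.7 RPM in controls (exact permutation p = 0.0433, log2 fold change −0.37), and miR-221-5p averaged 37.7 ± 10.7 RPM after ethanol and 52.1 ± 7.75 RPM in controls (exact permutation p = 0.0325, log2 fold change −0.48). The precursor mir-322-2 averaged 47.4 ± 7.73 RPM after ethanol and 58.1 ± 7.56 RPM in controls (exact permutation p = 0.0390, log2 fold change −0.29). For the precursor mir-496 the means were 145 ± 48.0 RPM after ethanol and 223 ± 50.9 RPM in controls (exact permutation p = 0.0173, log2 fold change −0.66). The precursor mir-34c, in contrast, averaged 6223 ± 5389 RPM after ethanol and 2197 ± 2487 RPM in controls (exact permutation p = 0.123, log2 fold change 1.95), and was spread from 214 to 12232 RPM over the ethanol-exposed libraries. For the precursor mir-542-1, means in the ventral striatum of non-enriched rats were 19.4 ± 5.75 and 14.3 ± 3.84 RPM (n = 6 each, exact permutation p = 0.104, log2 fold change 0.40). Over the 52 comparisons of all 41 named miRNAs, 23 had an exact permutation p under 0.05 and 0 after Benjamini-Hochberg adjustment of these exact p-values (smallest 0.0563).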

Most importantly, two of these microRNAs (miR-222-3p and miR-384-5p) were also found to be reversed in the amygdala after social enrichment (Table 3). 

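With each of the 12 libraries of a contrast left out in turn, the log2 fold change of miR-222-3p in the amygdala stayed between −0.44 and −0.22 for ethanol and between 0.19 and 0.41 for enrichment. That of miR-384-5p stayed between −0.22 and −0.13 for ethanol and between 0.11 and 0.22 for enrichment. In the ventral striatum the ethanol effect on miR-222-3p differed from that in the amygdala by a log2 value of −0.51 (amygdala minus ventral striatum, standard error 0.24, adjusted p = 1). Their direction in the amygdala was the same in both sexes.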

By targeting the PTEN gene, mir-222 has been shown to promote neurite outgrowth (34). Additionally, mir-384 has been shown to be an indicator of neurotoxicity (35) and was found to be differentially expressed in dopaminergic neurons following cocaine addiction (36).

On the other hand, 7 miRNAs (mir-138-2, miR-148a-5p, mir-299a, miR-299a-5p, miR-493-3p, miR-540-5p, and miR-667-3p) have reported significant changes in miRNAs that only show directional changes opposite to what we observed (31, 32, 37, 38). Finally, there is mixed support for 7 of the miRNAs we reported (mir-129-1, miR-15b-3p, mir-204, miR-29c-3p, miR-301b-3p, miR-495, and mir-9a-2), with some studies showing changes consistent with our data, and other studies showing changes opposite those of our study (15, 31–33, 38–47). It is important to note that mir-9 has well-established roles in neurogenesis [reviewed in Ref. (48)]. Possible explanations for the disparities in results are likely found in the parameters of those studies. Regardless, these latter two sets of miRNAs may represent less-reliable or less persistent biomarkers of ethanol exposure.

Rather than focusing on individual genes, our large-scale analyses of ethanol-induced changes in miRNA and mRNA expression focus on whether effects on functionally related pathways are consistently seen across studies. From this perspective, our results add substantial support to the concept of a systems-level disruption of major gene regulatory pathways by a common environmental insult. We show in our study that prenatal alcohol exposure imposes a long-lasting effect on neuronal and, ultimately, behavioral function in adolescents. Notably, our results also extend our previous molecular analyses by incorporating the vast post-transcriptional regulatory aspects embodied by microRNAs. By evaluating concurrent changes in miRNA and mRNA levels, this work shines light on an additional layer of complexity to the gene expression changes occurring in the amygdala and ventral striatum. This is critical because miRNAs are thought to respond greatly to environmental stressors and are thought to mediate global gene expression changes [reviewed in Ref. (49, 50)].

Notably, the functions represented by the pathways represented in Figures 3–5 clearly implicate alterations in p53 signaling, cell cycle, and cell death pathways as a consequence of prenatal ethanol exposure. These pathways are of particular note because they suggest that abnormal cellular proliferation and/or DNA damage repair processes could be associated with early ethanol exposures. Indeed, we previously reported robust changes in genes involved in these processes in adult human alcohol abusing subjects (23). Although there is evidence that cortical heterotopias can occur as a consequence of early ethanol exposure, data from several human studies have failed to demonstrate any consistent elevation in the risk for childhood cancers, with some studies even reporting protective effects (51, 52).

To our knowledge, this is the first report of miRNA-directed gene expression changes brought about by environmental interventions in any FASD model. The potential reversal of abnormal changes in miRNA and mRNA expression by a relatively simple intervention (social enrichment) is consistent with data from other disorders, where specific changes in miRNA levels have been seen to result from an enriched environment, corresponding with slowing of the disease progression and improvement in hippocampal synaptic transmission using an Alzheimer’s disease model (53). Given the considerable data showing that environmental enrichment is likely one of the most effective means of improving outcomes in children with FASD and autism spectrum disorders, it is highly likely that such interventions exert at least some of their therapeutic effects through alterations in miRNA and mRNA levels in some of the same brain circuits we examined in this report.

It is beyond the scope of the present report to fully examine the evidence for regionally specific changes in expression. However, we note that both at the individual miRNA level and target mRNA level, many of the changes appeared to be region specific. This was even more evident for some of the comparisons made for specific functional pathways. Taken together, these patterns reinforce other recent findings, such as those by Tapocik et al. (54), who showed that mir-206 upregulation due to ethanol is regionally selective in the medial prefrontal cortex of a rat model of alcohol dependence and is not found in the amygdala or other regions of the brain. Clearly, much additional work will be needed to create comprehensive profiles for all of the brain-wide changes seen following prenatal ethanol exposure or social enrichment.

There are several limitations to note in the present study. First, it is important to acknowledge that the resulting gene expression effects we have observed in P42 rat brains reflect the cumulative effect of all life experiences to that age. That is, everything that the animal has experienced could alter miRNA and mRNA expression patterns; consequently, some of these alterations could interact with variables that were outside our ability to control. We tried to minimize the differences due to random noise that might exist between treatment groups. Nonetheless, in our study, pregnant animals ware received in the lab on G4, handled and injected on G12, potentially causing gestational stress. Exposure of the offspring to the anesthetic agents ketamine and xylazine immediately prior to decapitation may also have altered gene expression in some manner. It is possible that the treatment itself (ethanol exposure) interacted with the pre- or postnatal stressors, which include shipment, handling, and anesthetic administration. We note that the time course by which the anesthetics acted (ketamine/xylazine) is extremely brief (lasting only a few minutes prior to decapitation and dissection) and thus is not likely to create any large-scale biases in gene expression differences.

Another limitation in the present study is the lack of correction for multiple testing. We contend that our use of two independent quantification methodologies somewhat mitigates this concern. Furthermore, our focus on functional gene network analysis, rather than individual miRNAs and mRNAs *per se* also helps reduce concern about type 1 error. The seemingly low concurrency of RNA-Seq and array data may be the result of several factors, most notably the use of 2 different miRBase databases in our high-throughput quantification (array used miRBase 15, while sequencing uses miRBase 21). In addition, we used very stringent concurrency criteria because it was based on exact sequence homology between the array probe and the gene annotation against which the RNA-Seq data were quantified upon.

In conclusion, despite some limitations, our data strongly demonstrate that prenatal ethanol exposure has the capacity to impart long-lasting gene expression changes at both the miRNA and subsequent target mRNA level. Some of these changes clearly impact large-scale functional pathways in the brain that are involved in synaptic function and intracellular signaling, as well as cell cycle regulation, and brain development. Further studies are necessary to determine the extent to which changes in these pathways represent points of no return, or novel therapeutic opportunities for intervention.

## Conflict of Interest Statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Supplementary Material

The Supplementary Material for this article can be found online at http://www.frontiersin.org/Journal/10.3389/fped.2014.00103/abstract

Datasheet S1 ***p*-values for main and interaction effects in miRNAs of interest**. These include miRNAs with significant ethanol effects in non-enriched rats [N(EvC)] and social enrichment effect in ethanol rats [E(SvN)] from both brain regions. Click here for additional data file.

Datasheet S2 **Messenger RNA targets from group comparisons**. Targets were filtered on opposing expression pairing between miRNAs and corresponding mRNA targets. Genes with functions related to neurological disease are highlighted in green. Microarray and RNA-Seq expression data have been deposited in the NCBI Gene Expression Omnibus (GEO accession # GSE60901, which includes microarray subseries GSE60819 and RNA-Seq subseries GSE60900). Click here for additional data file.

How the deposited data were processed for this re-analysis (not part of the article)

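Small RNA libraries from pools of amygdala and ventral striatum RNA of 42-day-old rats were analysed, 48 libraries in all. Each pool came from 3 rats of one sex, prenatal treatment (ethanol or saline on gestational day 12) and housing after weaning on day 21 (socially enriched or non-enriched), with 3 pools per sex and treatment in each region. The authors deposited one table with a signal per miRBase name and library, described as RPM, which they made by trimming bases under the quality threshold given in the methods, aligning with Bowtie to Rn5, quantifying in Partek Flow against miRBase and scaling each library. The table was checked: the mature and the precursor values each add up to 1000000 in every library, so a whole library adds up to more than RPM would, and a comparison is made only within a name. The design of the tests, written for RPM, needed no change for this. How reads that match several names were divided is not stated in the paper's text. No reads, microarray values or mRNA values were analysed here, and neither were the networks or the directional concordance of the platforms.

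The smallest step between values in a library gave the worth of 1 read, separately for mature and precursor names. Of the low values of a library, 93.7% to 99.0% of the mature and 85.6% to 90.2% of the precursor values were counted as whole numbers of reads by that scale. Values very close to a whole number were included in that count, and the rest were fractions. For this reason no test for whole counts was used. Reads of one library stem from PCR products, so the floor of 3 reads covers counting error only. Lines that shared a name (122 lines of 56 names) were added up.

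Names above 0 RPM in at least 6 of the 24 libraries of a region were tested on log2(RPM + 1) with limma 3.58.1 (lmFit, contrasts.fit and eBayes with trend) in R 4.3.3, with the 8 cells of sex and treatment as groups. The contrasts were the ethanol effect in non-enriched [N(EvC)] and enriched [S(EvC)] rats and the enrichment effect in control [C(SvN)] and ethanol-exposed [E(SvN)] rats, each averaged over the sexes, in the amygdala [A] and the ventral striatum [V]. Differences between the regions and the main effect of gender came from a fit to all 48 libraries with 16 cells. P-values were two-sided and adjusted by the Benjamini-Hochberg method. The paper's cutoffs, 0.1 for miRNAs on both platforms and 0.05 for those found by RNA-Seq only, were applied to two-sided p, while the paper's methods call the former 1-tailed. Means of RPM were compared by exact permutation tests in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. The relation of N(EvC) to E(SvN) was set against 100 permutations of the treatment labels within sex, and each count against 100 splits of the libraries, the actual one included.

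Named miRNAs were every miRNA of Table 3, those named in the Results text, the 9 miRNAs that the Discussion lists with one direction in other studies, and in each contrast the 2 miRNAs with the smallest limma p among those changed in one direction in both sexes. The contrasts, filter, tests, rule for naming miRNAs and most alternatives were fixed before the data were examined. These alternatives were pseudocounts of 0.1 and 10, no filter, a mean of at least 10 RPM, median-ratio rescaling, mature names only, the three-way model without moderation on unlogged and on log2 values, the replicate number as a block, a fit to the 12 libraries compared, consecutive library numbers as a random block for the regions, and each library left out in turn. Chosen after the values were seen were a treatment model on unlogged RPM, picked from 14 combinations of model and scale because its p-values were those of the paper's tables, names kept apart where several lines shared one, a term for the 8 amygdala libraries with the fewest reads, the four-way model on unlogged RPM for Datasheet S1, the random block for the effect of gender, a 1-tailed p for listed miRNAs on both platforms, the test of females against males within a contrast, and the tests of fixed ratios and of lists of covarying miRNAs.

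Replicate numbers did not pair the libraries: deviations from group means of libraries with one number had a median correlation of −0.034 in the amygdala and 0.010 in the ventral striatum, and 14 of 36 and 15 of 36 pairs were over 0.1. A pair of lists of miRNAs that varied together within groups were tested, a choroid plexus list of 18 members and a list of 14 members of the mir-8 and mir-183 clusters, each with 6 members from the paper's tables and the others added after the variation within groups was seen.

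The calculations were tested on simulated data. With 200 of 910 miRNAs changed by 2 on the log2 scale, limma found 95.5% of them with 10 false calls, and without any change it found 0, with 45 miRNAs at an unadjusted p under 0.05. With 200 of 938 changed, the test between regions found 97% with 3 false calls. In simulated data of 900 miRNAs without a treatment effect, N(EvC) and E(SvN) correlated at −0.51 and 36 of 100 permutations gave a value as negative, while for a simulated reversal the correlation was −0.96 and 1 of 100 did. The worth of 1 read was recovered in 48 of 48 simulated libraries, tested on 612 mature miRNAs. The changes were simulated only in abundant miRNAs and in 200 of them at once. For such changes a call at 6 libraries per group was within reach of these tests. A change in a single miRNA, or in miRNAs of few reads, was not simulated, so the power for those is not known.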

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

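Which values to test for a far library was fixed beforehand; the tests of shared reads and of miRNAs outside the paper's tables were chosen after the results were seen.

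In 86 groups of 6 libraries behind the named miRNAs, 9 had a library whose gap to its nearest neighbour exceeded 0.625 of the group's range. A rate of 0.05 would give 4.3. That rate need not hold for groups of few or fractional reads, which are among the 9, so no excess over chance is claimed. For miR-183-5p, enriched ethanol-exposed replicate F2 of the amygdala lay at 0.0316 RPM with the others at or under 6.41e-04 RPM (gap 0.9794 of the range), and replicate M1 of the ventral striatum at 0.0341 RPM with the others at or under 0.0043 RPM (gap 0.8732). All of these values are small fractions of a read. An explanation by reads split between miR-183-5p and miR-3553 was tested, and the sum of both was whole in 48 of 48 libraries, so a division of reads by the authors' quantification is a candidate source of both values. No biological explanation was tested for values under 1 read.

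For 4 miRNAs the far library held a single or a few reads where the other 5 of its group held 0, a gap of 1 of the range. These were mir-122 in ethanol-exposed non-enriched replicate M2 of the ventral striatum (2.36 RPM, 3 reads), miR-381-5p in replicate F1 of the same group (0.894 RPM, 1 read), miR-6319 in ethanol-exposed enriched replicate M3 of the amygdala (1.12 RPM, 1 read) and miR-483-3p in control non-enriched replicate F1 of the ventral striatum (0.872 RPM, 1 read). Counts of this size carry the error of counting, and neither sampling nor a difference between the pools was tested for them. Leaving out replicate M2 brought the adjusted p of mir-122 to 0.0202, from 0.763.

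miR-6329 was at 0 RPM in ethanol-exposed non-enriched replicate M2 of the amygdala and between 2.44 and 5.03 RPM in the others of that group (gap 0.6883 of the range). That library had 372359 mature reads, the fewest of its group, so 3 reads were worth 8.06 RPM there. Depth was weighed for the 8 amygdala libraries with the fewest reads, between 363140 and 622109 mature reads against 669364 or more in the other 16. They held 1 library of each sex and treatment, which a random draw gives with a probability of 0.00892, a result consistent with one of the sets of 8 in which the paper's libraries were sequenced. Such a set is spread over all groups alike, and with a term for it the counts at an unadjusted p under 0.05 were 58 [A N(EvC)], 41 [A S(EvC)], 29 [A C(SvN)] and 26 [A E(SvN)], with 0 after adjustment. Which library belonged to which set was not analysed here, so the set remains a hypothesis.

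miR-141-3p was at 80.2 RPM in ethanol-exposed non-enriched replicate M3 of the ventral striatum and between 18.0 and 23.9 RPM in the others (gap 0.8131 of the range). miR-141-3p belongs to a list of 14 miRNAs of the mir-8 and mir-183 clusters that varied together over the ventral striatum libraries, with a median pairwise correlation of 0.884. One shared transcription unit is argued against, since the members lie on 2 chromosomes and the 15 pairs of their precursors on different chromosomes correlated at 0.555 or more. RNA of another cell type and a difference between the pools in dissection stay open, as untested, and so does an effect of treatment or sex.

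mir-450b-1 was at 29.2 RPM in control enriched replicate F3 of the amygdala and between 14.3 and 18.5 RPM in the others (gap 0.6436 of the range). That value is 14 reads, fewer than in 4 of the other 5 libraries of the group, so it carries a large counting error. No biological explanation was tested for it.

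A pair of miRNAs outside the paper's tables separated their groups completely. mir-450b-1 was higher in all 6 enriched than in all 6 non-enriched control libraries of the amygdala (log2 fold change 0.73, exact permutation p = 0.002165), and its limma p after adjustment was 1, with a range from 0.684 to 1 over the alternatives. mir-802 was above 0 RPM in all 6 enriched and in none of the 6 non-enriched ethanol-exposed libraries of the amygdala (exact permutation p = 0.002165), with 1 to 3 reads each and an adjusted p of 0.215. Both exact values are the smallest that 6 libraries against 6 allow. Over all 8 contrasts, 6 of 7372 comparisons had groups without overlap, where chance, at 0.216% of comparisons, gives 16.0. The number of splits of the libraries with as many miRNAs at an unadjusted p under 0.05 was 66 of 100 for A C(SvN) and 93 of 100 for A E(SvN), so a division of the libraries by chance is enough to give counts of this size. An effect of enrichment on either miRNA stays open.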

How the results depend on the processing

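The alternatives with a treatment model, with names kept apart, with a term for depth, with the random block for gender and with a 1-tailed p were chosen after the results were seen, as were the named calls below; all others, and the 100 splits, were set beforehand. Among values of counts and of the relation between contrasts under alternatives that kept all libraries, 268 kept their direction and stayed on their side of the threshold or within 1.5 times the count, 34 moved and 6 were weaker. Among log2 fold changes of named miRNAs under such alternatives, 450 were the same, 3 reversed and 1 became stronger.

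With a mean of at least 10 RPM required, which left 582 miRNAs in the amygdala and 596 in the ventral striatum, the counts at an unadjusted p under 0.05 were 18 [A N(EvC)], 22 [A S(EvC)], 12 [A C(SvN)], 8 [A E(SvN)], 5 [V N(EvC)], 7 [V S(EvC)], 19 [V C(SvN)] and 5 [V E(SvN)]. The listed miRNAs past the paper's cutoffs were then 35 in the amygdala and 20 in the ventral striatum, against 57 and 44, and the differences between regions 15 and 4 of 601 miRNAs, against 33 and 23 of 942. With mature names only, 498 and 514 were tested, and the counts were 26, 20 and 14 for the first 3 amygdala contrasts in that order, 12 for V N(EvC) and 22 for V C(SvN). The listed miRNAs of the amygdala past the cutoffs were then 37, and the difference between regions in N(EvC) was found in 21 of 519. By construction, fewer miRNAs are tested under these settings. Median-ratio rescaling left 47 and 42 listed miRNAs past the cutoffs in the amygdala and the ventral striatum, and in A N(EvC) 4 of 12 found on both platforms and 7 of 17 found by RNA-Seq only, against 9 and 10. Over the other 6 alternatives set beforehand for these counts, the listed miRNAs past the cutoffs were between 50 and 61 in the amygdala and between 42 and 56 in the ventral striatum, and with mature names only those of the ventral striatum were 30. With a 1-tailed p in the paper's direction for miRNAs on both platforms, 64 and 52 passed. Among the lines of the paper's tables, 41 of the 60 listed fold changes of 2 or more averaged under 10 reads over both groups together.

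A fit to only the 12 libraries compared gave 41 for A C(SvN), 15 for A E(SvN) and 29 for V N(EvC), and the three-way model on unlogged RPM gave 18 for V C(SvN); the cause was not tested. After adjustment, 1 miRNA passed in A E(SvN) with a pseudocount of 0.1 and with only the 12 libraries, mir-802 in both (adjusted p = 0.0428 and 0.00755, range over the alternatives 0.00755 to 1). A smaller pseudocount by construction widens differences from 0, and no fold change is given for mir-802, with at most 3 reads in any library. With only the 12 libraries, 1 passed in V N(EvC), mir-3084c (adjusted p = 0.00160, range 0.00160 to 1). The treatment model was picked because it matched the paper's p-values. With it, all 79 listed miRNAs of the amygdala and 69 of 70 in the ventral striatum passed the cutoffs. The remaining miRNA, miR-381-5p, was not tested there because of the filter on low values. Counts over all miRNAs under this model were 51, 31, 29 and 26 in the amygdala, in the order above. In the ventral striatum they were 19, 31, 24 and 20, with 0 after adjustment in either region. The split into higher and lower miRNAs also depended on the scale in the ventral striatum: on log2 values 11 were higher and 8 lower [V N(EvC)], 6 and 15 [V S(EvC)], 16 and 20 [V C(SvN)] and 8 and 9 [V E(SvN)], in the three-way model on unlogged RPM 6 and 11, 15 and 11, 12 and 6, and 14 and 8, and in the treatment model 7 and 12, 19 and 12, 11 and 13, and 15 and 5. With names kept apart, the counts were 39, 36, 24 and 23, and 21, 24, 35 and 18.

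With the replicate number as a block (replicate block), the counts were 44, 40, 27 and 27 in the amygdala and 19, 22, 40 and 18 in the ventral striatum, the listed miRNAs past the cutoffs 50 and 43, and the differences between regions 36 and 23. Libraries with consecutive numbers as a random block gave 36 and 24, with a correlation of 0.054 between such libraries. The main effect of gender among listed miRNAs, 2 in the main analysis, was 1 with the replicate block, 0 with a pseudocount of 0.1, 1 with a pseudocount of 10, 1 with a mean of at least 10 RPM, 3 without a filter, 0 with either form of the three-way model and 0 with the random block of consecutive numbers, a setting set beforehand for the regions but added later for gender; the cause was not tested.

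The share of opposite signs in the amygdala, 75.5% with 3 of 100 permutations as large, was reached by 5 or more of 100 with a pseudocount of 10 (75.4%, 5 of 100), without a filter (71.9%, 5 of 100), with a mean of at least 10 RPM (79.2%, 6 of 100), with median-ratio rescaling (70.3%, 27 of 100), with mature names only (73.7%, 7 of 100) and in the three-way model on unlogged RPM (75.3%, 7 of 100); the cause was not tested. Over the 18 fits that each left out one library, it was between 67.4% and 83%, and in 14 of them 5 or more of 100 permutations were as large.

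The enrichment effect on mir-154 in the amygdala of ethanol-exposed rats, −0.02 on the log2 scale with an adjusted p of 1, reversed to 0.0083 with a pseudocount of 10, to 0.057 in the three-way model on unlogged RPM and to 0.057 in the treatment model, and ranged from −0.21 to 0.31 over the 12 fits that each left out one library; the cause was not tested. Its size was smaller than its standard error of 0.31 in the main analysis.

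With each of the 12 libraries of a contrast left out in turn, the counts at an unadjusted p under 0.05 ranged from 25 to 106 [A N(EvC)], 25 to 50 [A S(EvC)], 13 to 29 [A C(SvN)], 17 to 61 [A E(SvN)], 16 to 38 [V N(EvC)], 17 to 38 [V S(EvC)], 21 to 66 [V C(SvN)] and 12 to 39 [V E(SvN)]. The highest values came without ethanol-exposed non-enriched replicate F3 for A N(EvC) and A E(SvN), without ethanol-exposed non-enriched replicate M1 for V N(EvC) and V E(SvN), without ethanol-exposed enriched replicate M2 for V S(EvC) and without control enriched replicate M1 for V C(SvN). Counts after adjustment ranged from 0 to 1 in A N(EvC), V N(EvC), V S(EvC) and V E(SvN) and were 0 throughout in the other 4 contrasts. The miRNAs were miR-148a-5p without ethanol-exposed non-enriched replicate F3, mir-122 without ethanol-exposed non-enriched replicate M2 (adjusted p = 0.0202, with 0 reads in the other ethanol-exposed libraries) and miR-191b without ethanol-exposed enriched replicate M3, whose adjusted p of 8.15e-12 rests on 1 read in each of replicates M1 and M2.

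An alternative set beforehand, a count test on whole reads recovered from the RPM, was not run, because mature and precursor values are on separate scales and part of the reads are divided between names in fractions. Depth limits the results as follows: of the 149 lines of the paper's tables, 35 had a group at or under 3 reads in all 6 libraries and 9 had both groups there.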

Differences from the paper's values

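The treatment model and the four-way model on unlogged RPM, the random block for gender and the 1-tailed p were run after the values were seen; the other settings were set before the data were examined.

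The paper reports 17 miRNAs found by RNA-Seq only for A N(EvC), of which 10 had an unadjusted limma p under 0.05; of the 9 alternatives set before the data were examined and run for these counts, the three-way model on unlogged RPM, with 12, and that on log2 values, with 11, were nearest to the paper's number, and only the former comes within 1.5 times of it. For A C(SvN) the paper's number is 11 and the number here 7, and with a pseudocount of 10 it is 8, the only one of those alternatives within that limit. For V S(EvC) the paper's 13 stands against 6, and only the three-way model on unlogged RPM, with 9, comes within the limit. For V E(SvN) the paper gives 7 miRNAs on both platforms against 3 here, and 13 by RNA-Seq only against 6 here; a pseudocount of 10 gives 5 of the former, and the three-way model on unlogged RPM gives 6 and 10. With a 1-tailed p, run after the values were seen, 7 of these 7 miRNAs on both platforms pass. The rest of the 9 alternatives do not close these gaps; the fit to only the 12 libraries compared and the fits without single libraries were not run for these counts.

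With the treatment model on unlogged RPM, with gender as a main effect for mature and without it for precursor miRNAs, a setting chosen after seeing the values because its p-values match, 79 of 79 lines of Table 1 and 69 of 70 of Table 2 passed the paper's cutoffs. The remaining line, miR-381-5p, was taken out by the filter on low values. Without the filter its p in this model was 0.0466, under the cutoff. At the printed precision and without the filter, the p of the treatment model equals one that the paper prints, for RNA-Seq or for the array, on 98 of 98 mature and 51 of 51 precursor lines. This p is two-sided, although the paper's methods call the cutoff for both platforms 1-tailed. For the 7 lines of V E(SvN) found on both platforms, it equals the p that Table 2 prints for the array and not the one Table 2 prints for RNA-Seq; for the 3 of them that Table 3 repeats, it equals the RNA-Seq p of Table 3. At the printed precision, the three-way model with all interactions on unlogged RPM gave the RNA-Seq p of the paper for 8 mature and 1 precursor lines.

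The paper reports 1 miRNA, miR-381-5p, with a main effect of gender among those of Datasheet S1, against 2 here, miR-323-5p and miR-874-5p. The count is 1 with a pseudocount of 10, with a mean of at least 10 RPM and with the replicate block; the other alternatives set before the data were examined and run for this count gave 0, 2 or 3, and the random block of consecutive numbers, added later, gave 0. miR-381-5p itself was tested only without a filter, where it had an adjusted p of 0.0164 over the list alone. A four-way model on unlogged RPM, the model that the paper names for this datasheet, gave a p within 0.5% of the paper's for all 4 main effects in 74 of 74 miRNAs and an effect of gender at an unadjusted p under 0.05 in 1; on log2 values that count was also 1, and the p for gender was within 0.5% of the paper's in 5 of 74.

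The paper states that miR-183-5p increased in the ventral striatum after enrichment. Here it was under 1 read in all 12 libraries compared, so no fold change is given. Higher means in that region were found under the name of its precursor mir-183 (4.70 times, exact permutation p = 0.139). They were also found for miR-3553 summed with miR-183-5p (4.55 times, exact permutation p = 0.145). Because mir-3553 stood at a fixed ratio to mir-183 in 48 libraries, both increases may describe the same reads. Which hairpin those reads came from cannot be told. In the amygdala, where the paper states a strong decrease, the mean of 1.94 RPM without enrichment rested on replicates F3, with 6.29 reads, and M2, with 1.80. RNA-Seq exceeded the array by the paper's margin in 11 miRNAs here and in 10 in the paper.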

Other observations

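The number of splits and permutations was fixed beforehand; the tests of shared hairpins, lists of miRNAs and depth were chosen only after the results were seen.

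Of 100 splits of the libraries, the actual one included, 44 gave as many miRNAs at an unadjusted p under 0.05 as A N(EvC) (41 miRNAs), 60 as many as A S(EvC) (35), 66 as many as A C(SvN) (24), 93 as many as A E(SvN) (24), 91 as many as V N(EvC) (19), 91 as many as V S(EvC) (21), 54 as many as V C(SvN) (36) and 98 as many as V E(SvN) (17). For the difference between regions, the number was 54 for N(EvC) and 92 for E(SvN), and for the main effect of gender among listed miRNAs 83. With 0 miRNAs after adjustment in each of these tests, no contrast was distinguished from a division of the libraries by chance through its count in the main analysis, which alone was set against splits. For A N(EvC), where chance gives 45.5, other settings gave 47 (only the 12 libraries), 51 (treatment model), 58 (term for depth) and 106 (without ethanol-exposed non-enriched replicate F3), and these were not set against splits. This says nothing against a change in a single miRNA that is smaller than these tests resolve.

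The relation between N(EvC) and E(SvN) was as negative in 21 of 100 permutations in the amygdala and in 75 of 100 in the ventral striatum. The share of opposite signs was as large in 3 of 100 splits in the amygdala and in 79 of 100 in the ventral striatum. The value of 3 argues against a division of the libraries by chance for that share, but it was the smallest of 4 values (0.12 after Benjamini-Hochberg adjustment) and rose to 27 of 100 after median-ratio rescaling. A general reversal in the amygdala, as a biological hypothesis, therefore stays open.

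Among precursors, 29 pairs stood at one ratio in all libraries (standard deviation of the log ratio under 0.005 in at least 24 libraries), and 6 mature pairs did so. Reads shared between overlapping hairpins were tested as an explanation, and 27 pairs were found in the annotation, all of them overlapping. Overlap was judged by position alone, since the annotation used gave no strand. Of 42 overlapping pairs tested, 27 were at a fixed ratio. At least one listed miRNA was in 9 of the pairs and 2 listed miRNAs were in 5, so part of the paper's lines may describe the same reads. A value that the authors' quantification divides between names says nothing on which hairpin the RNA came from.

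mir-204 varied over the amygdala libraries from 2896 to 122490.0 RPM, and other miRNAs rose and fell with it. RNA of choroid plexus in a varying share of the dissected tissue was a candidate explanation, from a list of 18 members, 6 of them from the paper's tables and 12 added after the variation within groups was seen. The median pairwise correlation of the list was 0.914 in the amygdala and 0.375 in the ventral striatum. These values are descriptive, since the list was chosen for this variation and holds precursor and mature forms of the same miRNAs. One shared transcription unit is argued against, since the members lie on 4 chromosomes and the precursors mir-204, mir-34c and mir-448, each on another chromosome, correlated at 0.928 to 0.967 over the amygdala libraries. In the ventral striatum mir-204 stayed between 3446 and 6661 RPM while mir-34c ranged from 128 to 4636 RPM. The choroid plexus explanation stays undecided, because the list was found from these libraries and holds no transcript that was measured independently, so RNA of that tissue cannot be told apart from a regulation common to these miRNAs. The list's mean differed by 1.60 on the log2 scale for N(EvC) (exact permutation p = 0.171) and by −0.71 for E(SvN) (exact permutation p = 0.491), within the spread of the libraries.

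A list of 14 members of the mir-8 and mir-183 clusters varied together in the ventral striatum, with a median pairwise correlation of 0.884 there and 0.563 in the amygdala. These values are descriptive too, for the same reasons. The members lie on 2 chromosomes, and the 15 pairs of precursors on different chromosomes correlated at 0.555 to 0.969 over the ventral striatum libraries, which argues against one shared transcription unit. The list's mean differed by 1.32 on the log2 scale for E(SvN) (exact permutation p = 0.188) and by −1.04 for N(EvC) (exact permutation p = 0.152). Libraries of one group differed in this mean by an SD of 1.38. Contamination by another tissue, dissection and treatment were not tested separately.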
